# Identification of Blood Circular RNAs as Potential Biomarkers for Acute Ischemic Stroke

**DOI:** 10.3389/fnins.2020.00081

**Published:** 2020-02-06

**Authors:** Dan Lu, Eric S. Ho, Hongcheng Mai, Jiankun Zang, Yanfang Liu, Yufeng Li, Bing Yang, Yan Ding, Chi Kwan Tsang, Anding Xu

**Keywords:** circular RNA, acute ischemic stroke, biomarkers, cerebral ischemia, blood, bioinformatics analysis

## Abstract

Many hospitals lack facilities for accurate diagnosis of acute ischemic stroke (AIS). Circular RNA (circRNA) is highly expressed in the brain and is closely associated with stroke. In this study, we examined whether the blood-borne circRNAs could be promising candidates as adjunctive diagnostic biomarkers and their pathophysiological roles after stroke. We profiled the blood circRNA expression in mice subjected to experimental focal cerebral ischemia and validated the selected circRNAs in AIS patients. We demonstrated that 128, 198, and 789 circRNAs were significantly altered at 5 min, 3 h, and 24 h after ischemic stroke, respectively. Our bioinformatics analysis revealed that the circRNA-targeted genes were associated with the Hippo signaling pathway, extracellular matrix-receptor interaction, and fatty acid metabolism at 5 min, 3 h and 24 h after ischemic stroke, respectively. We verified that many of these circRNAs existed in the mouse brain. Furthermore, we found that most of the predicted circRNA-miRNA interactions apparently exhibited functional roles in terms of regulation of their target gene expression in the brain. We also verified that many of these mouse circRNAs were conserved in human. Finally, we found that circBBS2 and circPHKA2 were differentially expressed in the blood of AIS patients. These results demonstrate that blood circRNAs may serve as potential biomarkers for AIS diagnosis and reveal the pathophysiological responses in the brain after ischemic stroke.

## Introduction

Stroke is the second most common cause of death worldwide, and many stroke survivors suffer from long-term disability, severely affecting the well-being of the patients and family members (GBD 2015 Mortality and Causes of Death Collaborators, 2016; Bazan et al., 2017). The two major types of stroke are acute ischemic stroke (AIS), which occurs when blood flow through the artery that brings oxygen-rich blood to the brain is obstructed (usually due to a blood clot), and hemorrhagic stroke, which occurs when an artery in the brain ruptures (CDC, 2014). Because ischemic stroke is more common than hemorrhagic stroke (87% of cases), most stroke prevention investigations are focused on AIS (Meschia et al., 2014).

The current standard treatment for stroke involves the administration of tissue plasminogen activator (t-PA) (Collen and Lijnen, 2009). t-PA activates the proteolytic enzyme plasmin, which subsequently breaks down stroke-causing blood clots. Although the American Heart Association 2018 Guideline for Management of Acute Ischemic Stroke strongly recommends the use of t-PA for patients who meet certain criteria (Meschia et al., 2014), only about 2–5% of patients with AIS in the United States received t-PA (Miller et al., 2011). Effective treatment requires administration within four and a half hours after stroke onset – a timeframe that is often too narrow for patients to be diagnosed and/or properly screened for treatment eligibility. Complications with t-PA administration include risk of major intracranial hemorrhage and angioedema. A recent clinical trial showed that t-PA administration only restored blood flow in 37% of patients (Campbell et al., 2015). Thus, there is a need for the development of safer and more universally applicable diagnostic tools and therapeutics to improve the quality and safety of available stroke treatments. As speedy diagnosis is critical in preventing permanent damage to brain tissues, however, numerous hospitals, especially those in rural areas, lack the required imaging facilities for diagnosis of AIS. Therefore, a more accessible, non-invasive diagnostic method, such as a blood-based biomarker, would be of great value for the diagnosis of AIS, swiftly assisting clinicians in choosing the most effective treatment strategy for stroke patients and hence leading to better outcomes.

Circular RNAs (circRNAs) are a class of RNA molecules that may hold the keys to understanding and properly manipulating the tightly regulated gene expression patterns, as they are more highly expressed in brain tissues than in other tissues (Rybak-Wolf et al., 2015; Zhang et al., 2016). CircRNAs are produced by back-splicing of mRNAs or lncRNAs during post-transcriptional modification. Because of their closed covalent structure and resistance to exonuclease, circRNAs are much more stable than their linear RNA counterparts (Lu and Xu, 2016). Although the functions of circRNAs remain largely unknown, some circRNAs can upregulate their parental genes in different cell types (Luo et al., 2017; Pamudurti et al., 2017). Moreover, emerging evidence has shown that some of them, termed microRNA “sponges,” can sequester miRNAs for the regulation of their downstream target genes (Hansen et al., 2013). This proposed functionality is especially relevant for this present study, because numerous miRNAs that play roles in the post-stroke brain have been identified (Li et al., 2018). miRNAs play roles in a range of neurological responses that are triggered in the post-stroke brain, including excitotoxicity, oxidative stress, apoptosis, blood-brain barrier damage, edema, and inflammation. For example, miR-223 and miR-125b both affect levels of specific NMDA receptor subunits (NR2B and NR2A, respectively), which subsequently impact the functionality of glutamate receptors and affect the chances of excitotoxic neuronal death (Li et al., 2010).

Accumulating evidence has shown that the brain-specific circRNAs are associated with their pathophysiological functions. For instance, animal studies have revealed that circRNA expression in brain tissues is closely associated with ischemic stroke (Lin et al., 2016; Liu et al., 2017; Mehta et al., 2017). Notably, circRNAs expressed in brain tissues have been reproducibly detected in human peripheral blood samples (Memczak et al., 2015). Moreover, expressions of circRNAs are much higher than their corresponding linear mRNA counterparts (Memczak et al., 2015). These findings suggest that the blood-borne circRNAs may be potential diagnostic biomarkers and reveal the pathophysiology for ischemic stroke. The goal of this study was to determine the potential of circRNAs in the blood as diagnostic biomarkers for acute ischemic stroke. We initially profiled the blood circRNA expression in mice subjected to experimental focal cerebral stroke. We then used bioinformatics analysis to determine whether the blood circRNAs were associated with cerebral ischemic stroke and to determine the potentially novel responses after stroke. Finally, we validated the circRNA candidates in the blood of acute ischemic stroke patients.

## Materials and Methods

### Animal Experiments

Adult male Balb/c mice (10–12 weeks old) were purchased from the Institute of Laboratory Animal Science of the Chinese Academy of Medical Sciences (Guangzhou, China). Food and water were freely available throughout the experiments. All experiments were carried out in accordance with the guidelines for Animal Experimentation of Jinan University and were approved by the Committee for Animal Experimentation. The mice used for experiments had similar body weight (22∼25 g) and normal physiological index values. All mice were assigned with a computer-generated random number and were allocated to experimental groups randomly.

### Focal Ischemia

Focal ischemia was induced by intraluminal middle cerebral artery occlusion (MCAO) for 5 min, 3 h and 24 h using a monofilament nylon string coated with silicon (MSMC23B104PK100, RWD Life Science, Shenzhan, China) in male Balb/c mice under isoflurane anesthesia as described earlier (Wang et al., 2004; Krawiec et al., 2009). Physiological parameters (PaO_2_, PaCO_2_, blood pressure) were monitored, and rectal temperature was controlled at 37.0 ± 0.5°C. Cortical cerebral blood flow was monitored using a blood perfusion imager (PeriCam PSI System, Perimed AB, Stockholm, Sweden). None of the animals showed any adverse effects before euthanasia. Animal blood was extracted after different time points of surgery. Sham-operated mice underwent the same surgical procedure except that MCAO was used for the 0 min time point.

### Blood RNA Extraction

Prior to blood collection, the PAXgene RNA stabilizer solution was removed from the BD Vacutainer-style PAXgene blood RNA tubes. Whole blood obtained from the cardiac puncture of mice under anesthesia was collected into heparinized tubes (Wang et al., 2004; Krawiec et al., 2009). All tubes were gently inverted for 5 min directly after collection and incubated for 2 h at room temperature and then stored at −80°C until processing for RNA extraction. Total RNA was extracted from blood samples using the PAXgene Blood RNA kit (Qiagen) according to the manufacturer’s protocol.

### Brain RNA Extraction

After being deeply anesthetized and saline perfused, the animals were dissected and brain tissue from the infarct, peri-infarct (penumbra), contralateral ischemic hemisphere (con), and SHAM (the zones corresponding to the infarct and peri-infarct in sham-operation mice) zones were collected. Total RNA was isolated using Trizol reagent (Invitrogen) according to the manufacturer’s protocol. The RNA sample concentrations were determined by OD260/280 using a Nanodrop ND-1000 spectrophotometer (Thermo Fisher Scientific) instrument.

### CircRNA Microarray

Circular RNAs were characterized using circRNA microarray analyses of ribosomal RNA-depleted total RNA from blood samples. Triplicate samples were used for each time point. Total RNA from each sample was quantified using the NanoDrop 2000. The sample labeling, preparation and microarray hybridization were performed based on the manufacturer’s standard protocols (Arraystar Inc.) Briefly, total RNAs were digested with RNase R (Epicentre, Inc.) to remove linear RNAs and enrich circular RNAs. Then, the enriched circular RNAs were amplified and transcribed to fluorescent cRNA utilizing a random priming method (Arraystar Super RNA Labeling Kit; Arraystar). The labeled cRNAs were purified by RNeasy Mini Kit (Qiagen). The concentration and specific activity of the labeled cRNAs (pmol Cy3/μg cRNA) were measured by NanoDrop ND-1000. One μg of each labeled cRNA was fragmented by adding 5 μl of 10 × blocking agent and 1 μl of 25 × fragmentation buffer. The mixture was then heated at 60°C for 30 min. Twenty-five microliters of 2 × hybridization buffer was added to dilute the labeled cRNA. Fifty microliters of hybridization solution was dispensed into the gasket slide and assembled on the circRNA expression microarray slide [Arraystar Mouse circRNA Array v2 (8 × 15K, Arraystar)]. The slides were incubated for 17 h at 65°C in an Agilent Hybridization Oven. The hybridized arrays were washed, fixed, and scanned using the Agilent G2505C Scanner.

### Identification of Differentially Expressed circRNAs

The Arraystar Mouse Microarray was used in this study. The probe definitions, however, were not based on the commonly used NCBI RefSeq database. To facilitate downstream bioinformatics analysis, we developed an internal pipeline to map proprietary probe IDs to RefSeq accession numbers. First, several proprietary probe IDs were used as search terms to search for array definitions in the NCBI GEO database. circRNA chips GPL21826 and GPL7173 showed the highest identity to our data. The corresponding definition files (GPL21826_family.soft and GPL7173_family.soft) were downloaded. Next, the probe sequences provided by the definition files were used to uncover the RefSeq accession numbers associated with the probes by using our locally installed NCBI BLASTN for the mouse (mm10) genome.

Regular probes that were not at least 10% brighter than the control probes in all twelve arrays were removed, resulting in 10324 high-quality probes out of 15712 (66%). Bioconductor’s limma package (Ritchie et al., 2015) was used to identify differently expressed circRNAs at four different time points, i.e., time 0, 5 min, 3 h, and 24 h, each with three replicates, resulting in twelve samples in total. Time 0 is the control group (SHAM), resulting in three comparisons: 5 min (MCAO 5 m) versus 0 h (SHAM), 3 h (MCAO 3 h) versus 0 h (SHAM), and 24 h (MCAO 24 h) versus 0 h (SHAM). Agilent Feature Extraction software (version 11.0.1.1) was used to analyze acquired array images. Quantile normalization and subsequent data processing were performed using the limma package in R software. Briefly, the single-channel Agilent data collection model was used where only the green signal was considered. Intra-array variation was normalized by the adaptive background correction recommended by limma. Inter-array background signals were further corrected by the quantile method. Differentially expressed circRNAs with statistical significance between two groups were identified through Volcano Plot filtering (absolute log fold-change ≥2, adjusted *P* value ≤0.05). Differentially expressed circRNAs between two samples were identified through fold-change filtering. Hierarchical clustering was performed to show the distinguishable circRNA expression pattern among samples. Differentially expressed circRNAs were ranked by log fold-change and were considered significant if the fold-change was ≥2.

### Verification of circRNAs by RT-qPCR

Ischemia-induced differentially expressed circRNAs were verified by RT-qPCR. Briefly, total RNA was extracted using an RNeasy Mini Kit (Qiagen), and 1 μg of RNA was reverse-transcribed into cDNA with SuperScript III First-Strand Synthesis System (Thermo Fisher Scientific) after being digested with RNase R. The circRNAs were amplified with circRNA specific outward-facing divergent primers (Supplementary Table S1). The amplification reaction and detection were conducted in a QuantStudio 3 real-time PCR machine (Bio-Rad, CA, United States) using a miScript SYBR^®^ Green PCR Kit (Roche, United States) as described earlier 7,18. GAPDH was used as internal control.

### Validation of Patient Blood circRNAs

Venous blood (2.5 ml) was withdrawn from each participant into a PAXgene Blood RNA tube. Total RNA was extracted from samples using the RNAiso Blood (TAKARA), followed by RNase R digestion. Reverse transcription was performed by using the PrimeScriptTMRT reagent Kit (TAKARA) according to the manufacturer’s instructions with minor modification. Briefly, the reaction mixture, with gDNA eraser added, was incubated for 2 min at 42°C, followed by incubation with reverse transcriptase for 15 min at 37°C. The reaction mixtures were then incubated for 5 s at 85°C to inactivate miScript Reverse Transcriptase. Quantitative PCR was carried out using the miScript SYBR^®^ Green PCR Kit (Roche, United States). The primer sequences used for the detection of human circRNAs were designed based on circRNA conservation analysis using the Primer Assay Program (Biosen, China). GAPDH was used as a control. Primer sequences for human circRNAs are shown as Supplementary Table S1.

### CircRNA Conservation Analysis

Conservation of mouse circRNAs was measured by aligning sequences of their human homologies through BLASTN. Human (hg19) circRNA sequences were downloaded from circBase (Glazar et al., 2014). After filtering emptied sequences, 140732 out of 140790 human circRNAs were indexed in a BLASTN database. We queried mouse circRNA sequences against the human circRNA database by BLASTN using default parameter values except that the maximum *E*-value was reduced to 1e-10.

### Infarct Size Measurement

The infarct size was evaluated after different time points of MCAO. Mice were anesthetized with 5% isoflurane and perfused transcardially with cold saline. The brains were quickly removed and sectioned coronally into 1-mm slices using stainless steel brain matrices (RWD Life Science, Shenzhan, China). The brain slices were stained with 2% 2,3,5-triphenyltetrazolium chloride (TTC) in a dark chamber at 37°C for 20 min and then fixed with 4% paraformaldehyde. Slice images were captured using a digital camera. Measurements of the hemispheric volumes were performed using the Image-Pro^®^ Plus (Version 6.0, NIH). The infarct volumes were calculated according to the following formula: Infarct volume (%) = (Contralateral hemispheric volume - Ipsilateral hemispheric volume + Infarct volume) × 100%/contralateral hemisphere volume (Lu et al., 2018; Zhang et al., 2018).

### Pathway Analysis of circRNA Parental Genes

The functional classification and enrichment analysis of parental genes originating from the ischemia-responsive circRNAs were conducted using the ontology of the terms generated with gene ontology curation through the publicly available GeneCoDIS3^1^ (Tabas-Madrid et al., 2012). GeneCoDIS3 uses a hypergeometric model to identify pathways with an over-represented presence of queried genes to provide a Modular Enrichment Analysis (MEA) in which enrichment analysis can be done by sourcing annotations from PANTHER and KEGG sources. A key advantage of GeneCodis3 over other tools, such as DAVID (Huang da et al., 2009), is that GeneCodis3 sources pathway information from multiple databases. In this study, we used pathway databases PANTHER (Mi et al., 2016) and KEGG (Kanehisa et al., 2012). The 22,601 genes probed by the microarray used in this study were used as the reference genes required by GeneCoDIS3.

### Prediction of circRNA-Interacting miRNAs and Gene Ontology Annotations of miRNA-Target Genes

CircRNA-miRNA interactions were predicted by a two-step analysis. The first analysis was performed by proprietary miRNA target prediction software developed based on RegRNA 2.0 (Huang et al., 2006)^2^, in which sequence matching is one of the major conditions used by the method. The second analysis was performed by functional RNA motifs with default parameters (Chang et al., 2013). The PANTHER Classification System was used to classify the comprehensive functions of proteins and their genes. MiRNA-targeted genes were predicted by the Gene Ontology Phylogenetic Annotation.

### Pathway Analysis of the circRNA-miRNA Targeted Genes

Shortlisted circRNA-interacting miRNAs were further analyzed by mirPath v.3 (Vlachos et al., 2015) and TargetScan (Shi et al., 2017), leading to the discovery of pathways that may be mediated by circRNA-miRNA interactions. Pathway/category union was predicted by mirPath v.3 (Vlachos et al., 2015) and TargetScan (Shi et al., 2017), which identified all the pathways significantly targeted by the selected microRNAs. Fisher’s meta-analysis method was used to calculate the significance levels and extract the merged *p*-values for each pathway. The resulting *p*-values depicted the probability that the examined pathway was significantly enriched with gene targets of at least one selected microRNA. The merged *p*-values were determined by *a posteriori* Analysis Method (Vlachos et al., 2015).

### Characterization of Patient Population

All subjects were recruited from the Department of Neurology and Stroke Center of The First Affiliated Hospital of Jinan University from November 2017 to January 2018. The clinical data were collected from case-controlled studies. Acute ischemic stroke patients and control subjects included in the validation samples were matched with respect to all variables, including demographic, vascular risk factors, and previous use of medication. The average time from symptom onset to blood sampling was 179 min. Stroke etiologies in the IS patients included large-artery atherosclerosis (three patients), cardioembolism (two patients), and small-vessel occlusion (three patients). Patients who showed acute major artery occlusion within 24 h from acute ischemic stroke onset were examined with MRI, DWI, and MRA immediately after hospital arrival. MRI examinations were performed using a 3.0-T unit (Achieva 3T, Philips Medical Systems, Best, Netherlands) with an eight-channel phased-array head coil. DWI was performed by two-dimensional single-shot, spin-echo, echo-planar imaging DWI of the entire brain with the following parameters: DWI: TR = 4,300∼5,000 millisecond (msec), TE = 81.7∼90.3 msec, vision FOV: 24 × 24 cm, NEX was 2, flip angle, 90o, imaging matrix, 128 × 128, thickness of layer, 6.0 mm, spacing between layers, 1.0 mm. MRA adopted the three-dimensional time-of-flight method and TR = 22∼25 msec, TE = 2.6∼3.6 msec, a layer thickness of 6.0 mm, spacing between layers of 1.0 mm, vision FOV of 24 × 24 cm, and NEX of 2. The study was conducted in accordance with the guidelines of the First Affiliated Hospital of Jinan University. Written and informed consent was obtained from all subjects.

### Statistical Analysis

All statistical analyses were performed by the Statistical Product and Service Solutions (SPSS) 22.0 software package (IBM Corporation, Armonk, NY, United States) and Graph-Pad Prism 6.0 (GraphPad Software, Inc., La Jolla, CA, United States). Values are expressed as mean ± SEM. The qPCR verified differences in the levels of circRNAs between the sham group and MCAO groups or control subject group and paired AIS patient group were assessed using the Student’s *t*-test (if homogeneity of variance was determined) or Tamhane’s T2 *post hoc* test (if homogeneity of variance was not determined) for paired data. Two-sided *p*-values < 0.05 were considered statistically significant. Statistical differences among more than two groups were assessed using one-way ANOVA with the least significant difference test and determination of homogeneity of variance.

## Results

### CircRNA Expression Profiles in the Blood of Mice Subjected to MCAO

We used the experimental procedure described in Figure 1A to profile the blood circRNA expression in mice at different time points of focal cerebral ischemic stroke by middle cerebral artery occlusion (MCAO) (Figure 1B).

**FIGURE 1:**
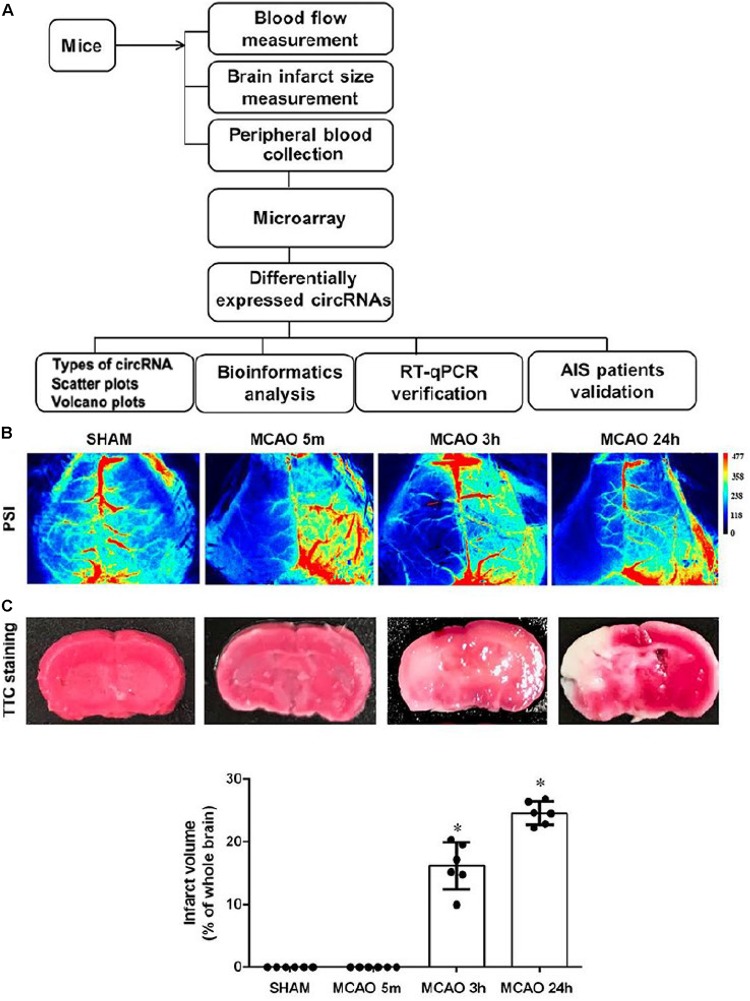
Experimental procedure of this study. **(A)** Schematic diagram of the experimental procedure. **(B)** Representative images of cerebral blood flow in SHAM and 5-min, 3-h, and 24-h MCAO-treated mice captured by a blood perfusion imager. PSI, Perfusion speckle imaging. **(C)** Representative images of TTC-stained histology of brain sections at different time points of MCAO. The survival and infarct tissues are stained red and white, respectively. Lower panel shows the quantification of infarct volume. Error bars represent mean ± SEM; *n* = 6; ^∗^*p* < 0.05 compared with sham, Student’s *t*-test.

Brain ischemia for 5 min was used as the time for inducing brain adaptive responses against ischemia before permanent brain damage. Three hours was used as the time for the presence of salvageable ischemic penumbra, whereas, at 24 h, the infarct size was maximized (Figure 1C; Lo, 2008). Occlusion of blood flow of all animals was confirmed by blood perfusion imaging (Figure 1B). 2,3,5-triphenyl-tetrazolim chloride (TTC) staining was used to verify that MCAO for 5 min had not caused detectable brain damage whereas, at 3 h, MCAO had already initiated signs of brain infarction, as shown by the pale pink staining. At 24 h of MCAO, significant enlargement of brain damage (white region) was detected (Figure 1C). 

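The array experiment comprised 12 one-colour Agilent arrays, 3 biological replicates each of sham mice and of mice after MCAO for 5 min, 3 h and 24 h. The mice were male Balb/c, recorded as 8 weeks old on the sample labels and as 10 to 12 weeks old in the methods. Whole-blood RNA was depleted of rRNA and treated with RNase R before Cy3 labeling, so the signal of a probe is meant to come from the circular transcript and not from its linear host mRNA.

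The arrays lay on 2 slides. Slide 1 held the 3 sham arrays, the 3 arrays of 5 min and replicates 1 and 2 of 3 h. Slide 2 held replicate 3 of 3 h and the 3 arrays of 24 h, so that the 24-h group shared no slide with sham. Negative control spots had a median intensity of 25 to 27 on slide 1 and of 83.5 to 101 on slide 2, while the local background was 20 to 24 on all 12 arrays.

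The median raw intensity of the circRNA probes was 83, 103 and 113 in sham, 50, 69 and 62 at 5 min, 118, 99.5 and 200 at 3 h, and 221, 160 and 160 at 24 h (replicates 1 to 3). Between 70.9% (5 min, replicate 1) and 90.2% (24 h, replicate 1) of the circRNA spots were called well above background by the scanner software, with no saturated spot and at most 7 outlier spots per array. Probes printed several times on an array had a spot-to-spot SD of 0.08 to 0.21 log2 units, largest on replicate 2 of 24 h. Intensities were corrected for background by normexp (offset 0), quantile normalized, brought to log2 and compared with sham in limma with a mean-variance trend. A rank test of 3 arrays against 3 cannot give an exact two-sided p below 0.1, and the differential expression therefore rests on limma's pooling of the variance over probes (8 residual and 5.05 prior degrees of freedom).

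**Figure D1:**
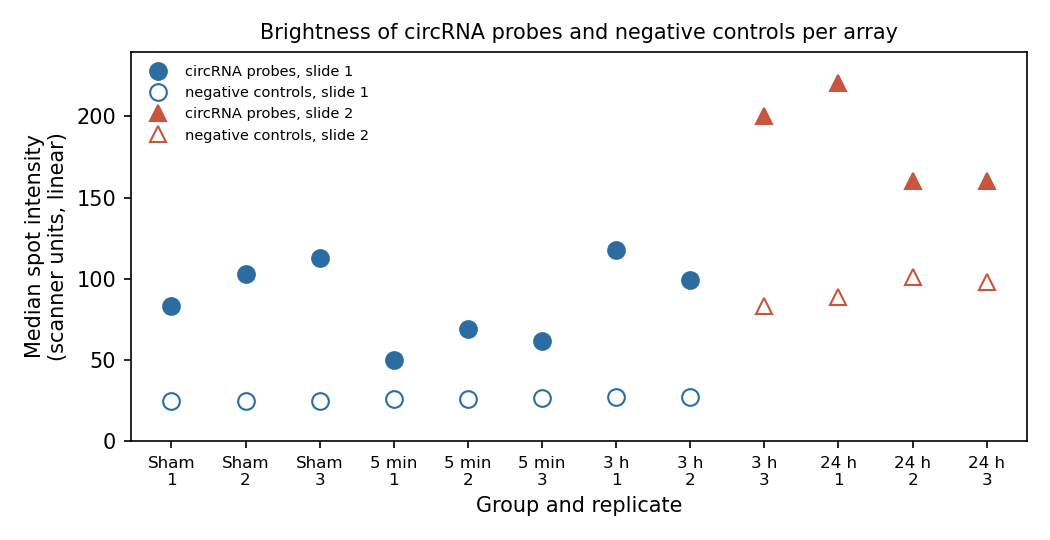
Median intensity of the circRNA probes (filled) and of the negative control spots (open) on each of the 12 arrays before normalization; circles, slide 1; triangles, slide 2.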

Blood samples were then subjected to Arraystar Mouse circRNA Array v2 analysis. 

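The array carries 15712 spots. Of these, 14236 hold circRNA probes, printed once each, and 77 are negative controls. A circRNA probe was kept for testing when its normalized intensity was at least 10% above the 95th percentile of the negative controls on all 12 arrays. The limit lay between 3.34 (24 h, replicate 1) and 4.44 (5 min, replicate 2) log2 units. By this rule 10678 circRNA probes (75.01%) were kept. Single arrays passed 11842 (5 min, replicate 2) to 13934 probes (24 h, replicate 1), and the 3 arrays of 5 min passed the fewest. Of the probes left out, 1794 fell below the limit only on slide 1, 376 only on slide 2 and 1388 on both, so the arrays of slide 1 set most of the loss. Requiring only 3 arrays kept 14024 probes (98.5%), and 33 passed on none. Of the kept probes, 8844 (82.8%) were also well above background by the scanner software on every array.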

Our results showed that 10,739 circRNA probes were of high quality and were used in the microarray analysis (Supplementary Figure S1A). Among them, 10,324 (96%) probes were used for profiling the differential expression of blood circRNA (Supplementary Figure S1B). 

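Among the 10678 circRNA probes tested here, the residual SD between replicates had a median of 0.43 log2 units, with 5% of probes below 0.21 and 5% above 0.92. Replicates were tightest in sham and at 5 min (median SD 0.28 in each, n = 3), similar at 3 h (0.31) and widest at 24 h (0.46), where 44.0% of the probes had their largest SD. With the stricter limit of the limma user guide (1.1 times the log2 value of the 95th percentile), 10739 spots of all kinds passed on all 12 arrays. These included 10004 circRNA probes and 320 spots of 36 probes printed 10 times each, or 10324 together. This form of the limit was searched for after the counts of the paper were known.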

The distribution of circRNA expression patterns in these three groups had no significant difference (Figure 2A), demonstrating that the circRNA alterations were not random.

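Per array, the normalized log2 intensities of all circRNA probes had medians of 6.24 to 6.31, lower quartiles of 4.88 to 4.94 and upper quartiles of 8.13 to 8.18. Quantile normalization sets the distributions equal by construction, so their likeness does not bear on whether single circRNAs changed. Before normalization the arrays of 5 min were the dimmest and those of 24 h among the brightest. In the probes kept for testing, array medians lay between 6.98 (24 h, replicate 1) and 7.12.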

**FIGURE 2:**
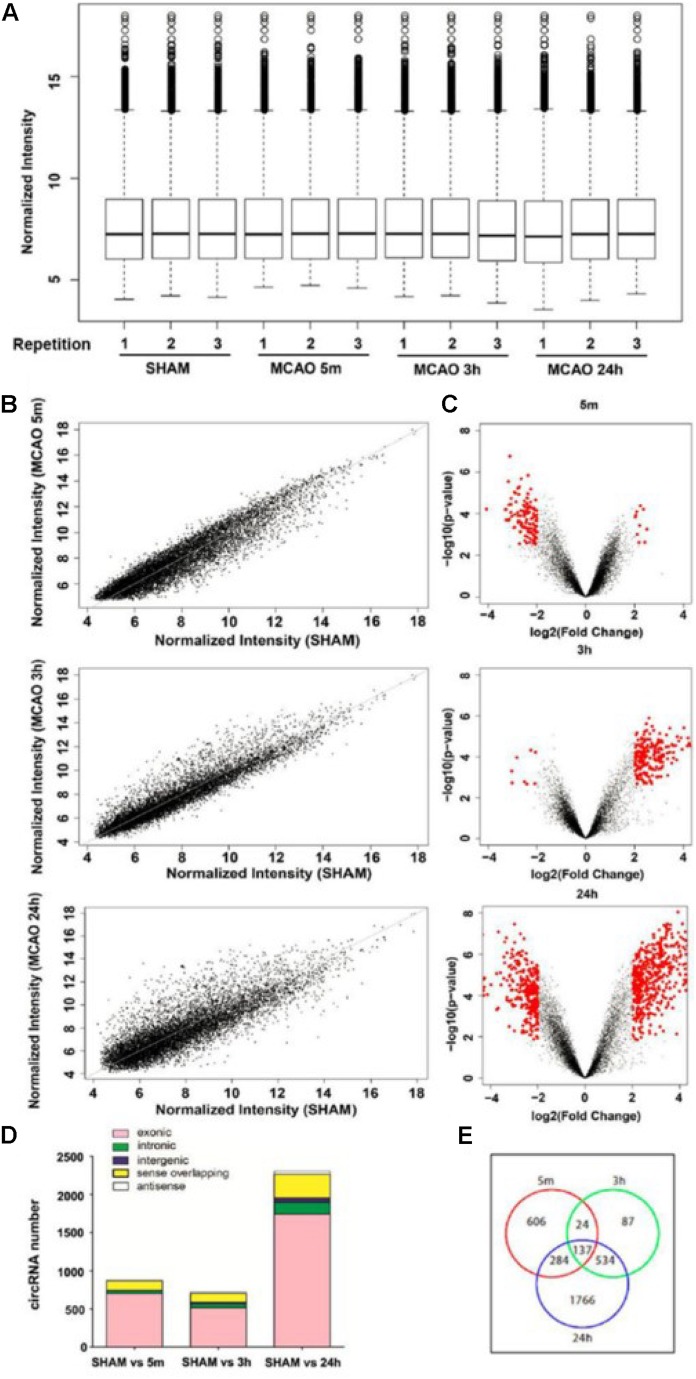
Characterization of the expression profile of circular RNAs in blood samples of MCAO-treated mice. **(A)** Normalized intensities of all circular RNAs expressed in the blood in sham and 5 min, 3-h, and 24-h MCAO-treated mice; *n* = 3 per group. **(B)** The scatter plots show the differentially expressed circRNAs in the 5-min, 3-h, and 24-h MCAO groups compared with sham. circRNAs in the scatter plot above and below the diagonal line indicate upregulation and downregulation, respectively. **(C)** Volcano plots show circRNA expression profiles in the 5-min, 3-h, and 24-h MCAO groups compared with sham control. Red dots represent differentially expressed circRNAs (*p* < 0.05 and fold-change ≥ 2.0). **(D)** Distribution of different types of differentially expressed circRNAs, including those consisting of exon, intron, intergenic region, sense, and antisense sequences. **(E)** Venn diagram shows the overlapping differentially expressed circRNA probes among the three groups compared with sham control. The total numbers of probes exhibiting differential expression in 5 min, 3 h, and 24 h are 1051, 782, and 2721, respectively.

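The log2 fold changes against sham were centered near 0, with medians of 0.10 at 5 min, -0.12 at 3 h and -0.18 at 24 h over 10678 circRNA probes. The central 90% of probes lay between -1.35 and 1.06 at 5 min, -0.99 and 1.31 at 3 h, and -1.73 and 1.95 at 24 h, against a median SE of 0.35. The largest changes were 2.48 and -4.07 at 5 min, 4.49 and -3.04 at 3 h, and 7.46 and -6.88 at 24 h. Without regard to a test, changes beyond 2 log2 units (4-fold) pointed mostly down at 5 min (12 up, 147 down), almost only up at 3 h (223 up, 14 down) and in both directions at 24 h (507 up, 331 down). All 3 MCAO arrays lay on one side of all 3 sham arrays for 39.4% of the probes at 5 min, 31.0% at 3 h and 44.5% at 24 h, where 10% would do so by chance. In limma, the unadjusted p was below 0.05 for 2843, 1998 and 4589 probes.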

Scatter and volcano plots between the sham and different MCAO time points show the significant variation and the fold change of circRNA expression, respectively (Figures 2B,C). The UCSC mm10 database was then used to annotate these circRNAs based on their genomic locations. 

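Names, types and positions were taken from the supplementary list of the authors, by matching each entry to the probe with the same mean and fold change. Of the probes with an adjusted p of at most 0.05 and a change of at least 2 log2 units, 124 at 5 min, 195 at 3 h and 789 at 24 h could be named. Exonic circRNAs made up 93 (75%), 136 (69.7%) and 576 (73.0%) of them. Sense-overlapping ones followed with 22 (17.7%), 34 (17.4%) and 121 (15.3%), ahead of intronic (7, 12 and 54), intergenic (2, 6 and 18) and antisense ones (0, 7 and 20). The exonic circRNAs spanned a median of 15017, 10243 and 11744 bp of genome (mm10).

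Of the exonic circRNAs, 5 were higher and 88 lower at 5 min, 131 higher and 5 lower at 3 h, and 333 higher and 243 lower at 24 h. Against all other types, the split by direction had an exact two-sided Fisher p of 0.119, 0.67 and 0.0177. After Benjamini-Hochberg adjustment over the 3 Fisher tests, the smallest p was 0.0531, for 24 h. At that time exonic circRNAs were 70.0% of the higher and 77.6% of the lower ones, and all 20 antisense circRNAs were higher.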

As shown in Figure 2D, most of the circRNAs consisted of protein-coding exons, whereas a smaller fraction aligned with intronic, intergenic, sense-overlapping, and antisense regions to known transcripts. 

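At an adjusted p of at most 0.05 (limma, Benjamini-Hochberg within each time point), 562 of 10678 circRNA probes were differentially expressed at 5 min (5.26%), 453 at 3 h (4.24%) and 3398 at 24 h (31.8%). Of these, 183 were higher and 379 lower than sham at 5 min (32.6% higher), 366 higher and 87 lower at 3 h (80.8%), and 1504 higher and 1894 lower at 24 h (44.3%). Median changes of the higher and lower probes were 1.24 and -1.66 at 5 min, 2.03 and -1.43 at 3 h, and 1.5 and -1.38 at 24 h. Every differentially expressed probe at 5 min and 3 h, and 3257 of those at 24 h, had its 3 MCAO arrays beyond all 3 sham arrays. Alone at one time point were 290 probes at 5 min, 26 at 3 h and 2748 at 24 h. Shared were 3 by 5 min and 3 h, 226 by 5 min and 24 h, 381 by 3 h and 24 h, and 43 by all.

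The share of higher probes at 5 min and 24 h depended on the scaling. When processed signals were divided by their 75th percentile, 432 probes were higher and 519 lower at 5 min (45.4% higher), and 2185 higher and 1519 lower at 24 h (59.0%). This division moved the median log2 fold change of all probes at 24 h by 0.14, and cyclic loess moved it by 0.17 at 24 h and by 0.11 at 3 h, with 32.7% of the called probes higher at 5 min and 47.9% at 24 h. With the normalized values deposited by the authors, 278 were higher and 371 lower at 5 min (42.8%), and 46.8% were higher at 24 h. At 3 h the share stayed between 75.1% and 82.5% under the other scalings and background corrections. Array weights in limma raised the counts most, to 8667, 6226 and 7753, with 57.7%, 43.9% and 42.2% higher.

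A model with slide as a fixed term gave 654, 598 and 764 differentially expressed probes, so the count fell only at 24 h, in the group that shared no slide with sham, and rose at 5 min and 3 h. At 24 h 691 of these were higher and 73 lower (90.5% higher), and with slide as a random block 1098 were higher and 898 lower (55.0%). Single arrays carried much of the count at the early times. Without sham replicate 2, or without replicate 3 of 5 min, 1 probe remained at 5 min, and without replicate 1 of 24 h there were 1419. Where more than 1 remained, the direction at 5 min also varied, from 4 higher and 101 lower without sham replicate 3 to 134 higher and 124 lower without replicate 2 of 5 min. At 3 h the count ran from 99 (without replicate 2 of 3 h) to 741 (without replicate 1 of 24 h), and at 24 h from 2170 (without sham replicate 2) to 3753 (without replicate 3 of 24 h).

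**Figure D2:**
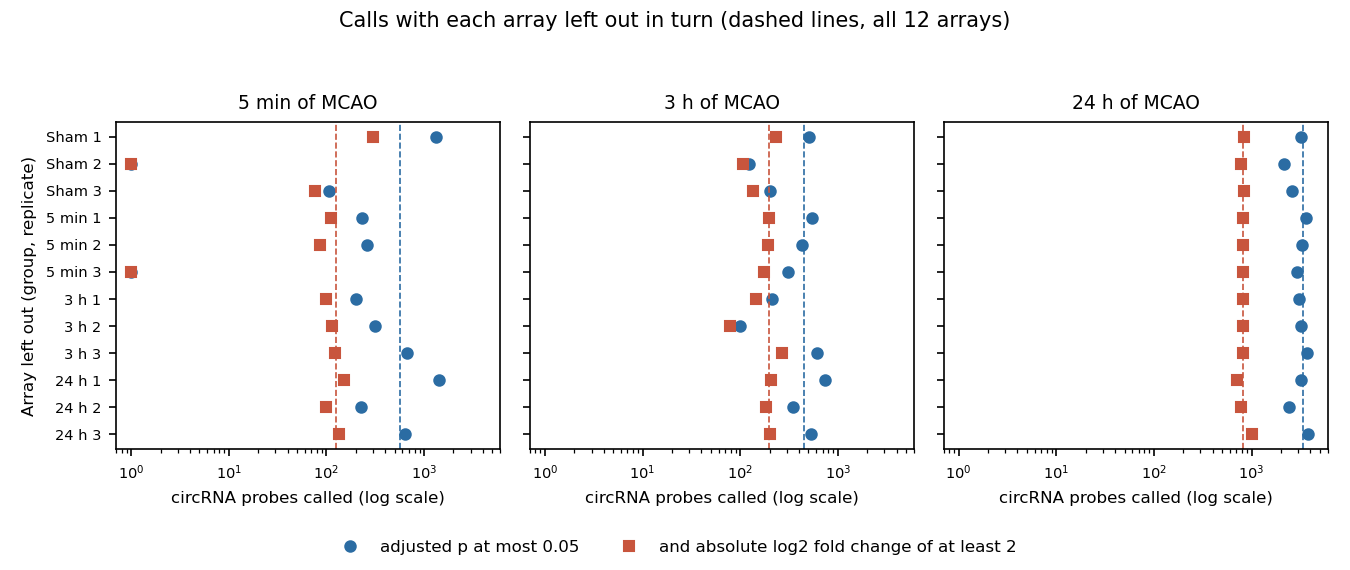
Number of differentially expressed circRNA probes at each time point when each array in turn was left out; dashed line, all 12 arrays; logarithmic axis.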

In the blood samples, 1051, 782, and 2721 circRNA probes exhibited differential expression at 5 min, 3 h, and 24 h of MCAO respectively, as shown in the Venn diagram (Figure 2E).

Next, we defined those circRNAs with more than two-fold changes of expression as significant. The numbers of these differentially expressed circRNAs (≥2.0-fold, *p* < 0.05) at each time point are summarized in the Venn diagram (Supplementary Figure S2). We identified 128, 198, and 789 circRNAs with significant differential expression at 5 min, 3 h and 24 h, respectively. 

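With a change of at least 2 log2 units (4-fold) added to the adjusted p of at most 0.05, 126 probes were differentially expressed at 5 min (1.18% of the tested probes), 196 at 3 h (1.84%) and 815 at 24 h (7.63%). At 5 min 10 were higher and 116 lower (medians 2.18 and -2.40), at 3 h 189 higher and 7 lower (2.47 and -2.52), and at 24 h 488 higher and 327 lower (2.82 and -2.35). Thus 7.94%, 96.4% and 59.9% were higher. All 3 arrays lay beyond the sham arrays for every one of these probes at 5 min and 3 h, and for 803 at 24 h. With a 2-fold threshold (1 log2 unit) there were 537 (167 higher, 370 lower), 444 (363 and 81) and 2869 (1252 and 1617). The paper's counts of 128, 198 and 789 came out at 2 log2 units, under settings searched for after those counts were known.

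At 24 h the split depended on the scaling. Cyclic loess gave 560 higher and 220 lower (71.8% higher), and division by the 75th percentile 875 higher and 321 lower (73.2%). With slide as a fixed term 573 were higher and 49 lower at 24 h. Of the 488 higher probes 342 kept their call, and of the 327 lower ones 36 did. When arrays were left out in turn, the counts ran from 1 to 301 at 5 min, from 78 to 266 at 3 h and from 718 to 1017 at 24 h. The count of 1 at 5 min arose without sham replicate 2 and also without replicate 3 of 5 min. Without replicate 2 of 5 min, 30 were higher and 55 lower at 5 min (35.3% higher). Leaving out any other array gave at most 7.64% higher at that time.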

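The largest increases at 5 min were those of mmu_circRNA_35065 and mmu_circRNA_42362. The first, an exonic circRNA of Dido1 (mm10 chromosome 2, 180683808 to 180692048, minus strand), went from 10.54 ± 1.17 log2 units in sham to 13.02 ± 0.93 (mean ± SD, n = 3 each), a log2 fold change of 2.48 (SE 0.55, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0296). The second, an exonic circRNA of Wdr11 (chromosome 7, 129629917 to 129632421, plus strand), went from 8.20 ± 1.05 to 10.60 ± 1.15, a change of 2.40 (SE 0.64, limma, Benjamini-Hochberg adjusted p = 0.0487). The largest decreases were in exonic circRNAs of Ankrd42 and Sppl2a. mmu_circRNA_41878 of Ankrd42 (chromosome 7, 92584465 to 92631662, minus strand) fell from 13.73 ± 0.78 to 9.66 ± 0.41, a log2 fold change of -4.07 (SE 0.71), and mmu_circRNA_34491 of Sppl2a (chromosome 2, 126919638 to 126926999, minus strand) from 11.39 ± 1.36 to 8.09 ± 0.43, a change of -3.30 (SE 0.58), each with a limma Benjamini-Hochberg adjusted p of 0.0147. None of these 4 calls held without sham replicate 2 or without replicate 3 of 5 min, where only 1 probe was called at 5 min. Without the former, the limma Benjamini-Hochberg adjusted p was 0.0837 for Ankrd42 and Sppl2a, 0.135 for Dido1 and 0.195 for Wdr11, and without the latter it was 0.0866, 0.0866, 0.124 and 0.147. Dido1 also lost its call without sham replicate 3 (limma, Benjamini-Hochberg adjusted p = 0.112) or replicate 1 of 5 min (0.098), and Wdr11 without either of those (0.195 and 0.167) or without any one of replicate 2 of 24 h and the 3 replicates of 3 h (0.0563 to 0.0756). In a fit of only sham and 5 min, Dido1 had an adjusted p of 0.0569 and Wdr11 of 0.0649 (limma, Benjamini-Hochberg). Wdr11 also lost its call in 6 other forms of background correction, scaling, filter or model, with values up to 0.0629.

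At 3 h the largest increases were in mmu_circRNA_40203, sense-overlapping in Tmem178b (chromosome 6, 40004144 to 40207533, plus strand), and in mmu_circRNA_36481, exonic in Rad54b (chromosome 4, 11593620 to 11605005, plus strand). They rose from 7.05 ± 0.13 to 11.55 ± 0.42 and from 9.47 ± 0.08 to 13.74 ± 0.92 (mean ± SD, n = 3), or by 4.49 (SE 0.62) and 4.27 (SE 0.69), each with a limma Benjamini-Hochberg adjusted p of 0.00564. The largest decreases were less secure. mmu_circRNA_002246, sense-overlapping in Igf2 (chromosome 7, 142651460 to 142651527, minus strand), fell from 9.68 ± 0.91 to 6.63 ± 1.67, a change of -3.04 (SE 0.67, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0208). It lost its call without sham replicate 2 (limma, Benjamini-Hochberg adjusted p = 0.107), sham replicate 3 (0.0962) or replicate 2 of 3 h (0.0992), and when only sham and 3 h were fitted (0.092). mmu_circRNA_37699, exonic in Khdrbs1 (chromosome 4, 129712103 to 129730325, minus strand), had sham values of 14.41 ± 2.17 and 3-h values of 11.38 ± 0.43, a change of -3.03 (SE 0.79, limma, Benjamini-Hochberg adjusted p = 0.0488). Its call was lost on leaving out any of 10 of the 12 arrays (limma, Benjamini-Hochberg adjusted p 0.0543 to 0.197, largest without sham replicate 2) and in 9 of the other forms of scaling, filter and model (0.0512 to 0.127).

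At 24 h mmu_circRNA_43956, intronic in Kirrel3 (chromosome 9, 34536915 to 34538449, plus strand), rose from 6.15 ± 0.06 to 13.61 ± 0.75 (mean ± SD, n = 3), a change of 7.46 (SE 0.57, limma with Benjamini-Hochberg adjustment, adjusted p = 2.73e-05). mmu_circRNA_37286, intronic in Dab1 (chromosome 4, 103754180 to 103764967, plus strand), rose from 5.57 ± 0.22 to 12.36 ± 1.57, a change of 6.79 (SE 0.73), and the Ankrd42 circRNA fell further to 7.16 ± 1.29, or by -6.57 (SE 0.71), both with a limma Benjamini-Hochberg adjusted p of 7.03e-05. The probe with the deepest fall, ASCRP4011715, has no name in the list of the authors. It went from 11.09 ± 2.00 to 4.21 ± 0.09, a change of -6.88 (SE 1.06, limma, Benjamini-Hochberg adjusted p = 0.000512). Its 24-h signal was well above background on 1 of 3 arrays. Its change with slide as a fixed term was -3.90 (limma, Benjamini-Hochberg adjusted p = 0.215). The other 3 kept their calls at 24 h in every setting in which they were measured.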

The top 10 most altered circRNAs are listed in Supplementary Table S2. The full list at each time point is shown in Supplementary Table S3. 

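Of the circRNAs drawn in Figure 3 for 5 min, mmu_circRNA_26021 of Ryr2 (exonic, chromosome 13, 11868116 to 11885538, minus strand) rose by 2.09 log2 units, from 8.22 ± 1.05 in sham to 10.31 ± 0.79 (mean ± SD, n = 3, SE 0.50, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0361). mmu_circRNA_32190 of Slc29a2 (exonic, chromosome 19, 5027024 to 5027764, plus strand) rose from 10.76 ± 0.59 to 12.83 ± 0.03, or by 2.07 (SE 0.37), and mmu_circRNA_003795 of Cep350 (sense-overlapping, chromosome 1, 155847109 to 155848727, minus strand) fell from 13.97 ± 1.07 to 10.69 ± 0.37, or by -3.28 (SE 0.57), each with a limma Benjamini-Hochberg adjusted p of 0.0147. All 3 calls were lost without sham replicate 2 (limma, Benjamini-Hochberg adjusted p = 0.169 for Ryr2 and 0.0837 for the other pair). Without replicate 3 of 5 min they were lost as well, with limma Benjamini-Hochberg adjusted p of 0.125, 0.091 and 0.0866. Without either array only 1 probe was called at 5 min, so these losses are not particular to these circRNAs. Sham replicate 3 was needed by the Ryr2 and Slc29a2 calls too (limma, Benjamini-Hochberg adjusted p = 0.144 and 0.0539 without it), and Ryr2 needed replicate 1 of 5 min (0.118), replicate 2 of 24 h (0.0579) and replicates 1 and 2 of 3 h (0.0571 and 0.0515). A fit of only sham and 5 min gave Ryr2 an adjusted p of 0.0646 (limma, Benjamini-Hochberg).

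For 3 h, mmu_circRNA_45876 of Cnksr2 (exonic, chromosome X, 157888397 to 157945416, minus strand) rose from 6.50 ± 0.32 to 10.72 ± 0.26, or by 4.21 (SE 0.66), and mmu_circRNA_24344 of Psmd12 (exonic, chromosome 11, 107485549 to 107489072, plus strand) from 6.93 ± 0.59 to 11.09 ± 0.32, or by 4.17 (SE 0.62), each with a limma Benjamini-Hochberg adjusted p of 0.00564. mmu_circRNA_38328 of Rbm33 (exonic, chromosome 5, 28331110 to 28352643, plus strand) fell from 8.45 ± 0.41 to 6.19 ± 0.25, or by -2.26 (SE 0.38, limma, Benjamini-Hochberg adjusted p = 0.00668). These 3 calls held with any array left out.

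For 24 h, the Tmem178b circRNA went on to 13.33 ± 0.27, a change of 6.28 (SE 0.62, limma with Benjamini-Hochberg adjustment, adjusted p = 6.05e-05), and the Cep350 circRNA to 9.46 ± 0.88, a change of -4.51 (adjusted p = 0.000156). mmu_circRNA_40795 of Tmcc1 (exonic, chromosome 6, 116133766 to 116138250, minus strand) fell from 14.58 ± 0.83 to 9.82 ± 1.80, or by -4.77 (SE 0.74, limma, Benjamini-Hochberg adjusted p = 0.000511). The Tmcc1 change with slide as a fixed term was -3.29 (limma, Benjamini-Hochberg adjusted p = 0.161).

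**Figure D3:**
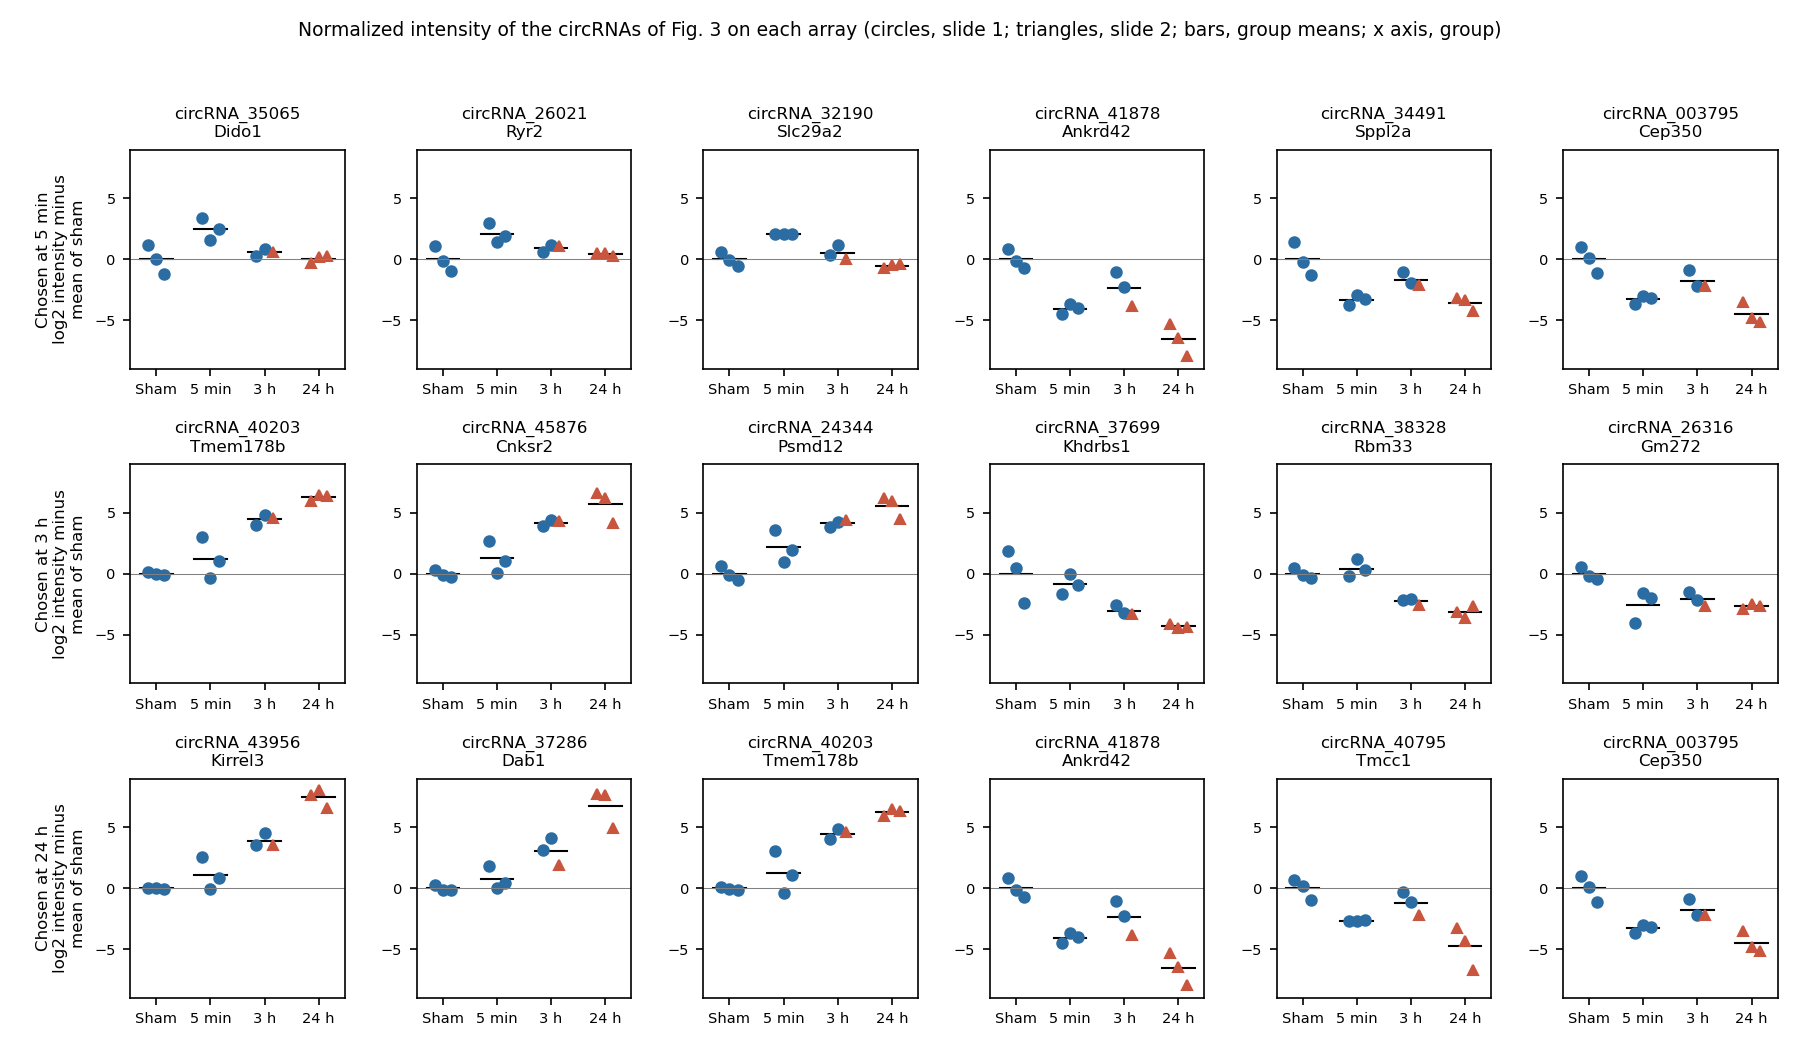
Normalized log2 intensity of the circRNAs of Figure 3 on each array, relative to the sham mean; bars, group means; circles, slide 1; triangles, slide 2.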

The MCAO-induced alteration of the representative circRNA was then verified by RT-qPCR (Figure 3). We showed that the changes in circRNAs were mostly independent of their corresponding mRNA expression (Supplementary Figure S3). These results demonstrate that the circRNAs may play specific functional roles after different durations of MCAO.

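The paper takes the array changes at the 3 time points together with the RT-qPCR and mRNA measurements, and from these proposes functional roles of circRNAs. The MCAO groups of the arrays were also compared with each other in the 12-array limma fit. Between 24 h and 5 min, 3211 of 10678 probes differed at a Benjamini-Hochberg adjusted p of at most 0.05 (1253 higher and 1958 lower at 24 h). Between 3 h and 5 min 222 differed (136 higher and 86 lower at 3 h), and between 24 h and 3 h 497 (261 higher and 236 lower at 24 h). With slide as a fixed term these counts were 191, 254 and 0 (limma, Benjamini-Hochberg; for the 0, the unadjusted p was below 0.05 for 1355 probes). Single arrays weighed on each. Between 3 h and 5 min the count was 4 without replicate 3 of 5 min and 711 without replicate 1 of 24 h, between 24 h and 3 h it was 1 without replicate 1 of 3 h and 1081 without replicate 3 of 3 h, and between 24 h and 5 min it was 1874 without replicate 3 of 5 min and 3535 without replicate 3 of 3 h.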

**FIGURE 3:**
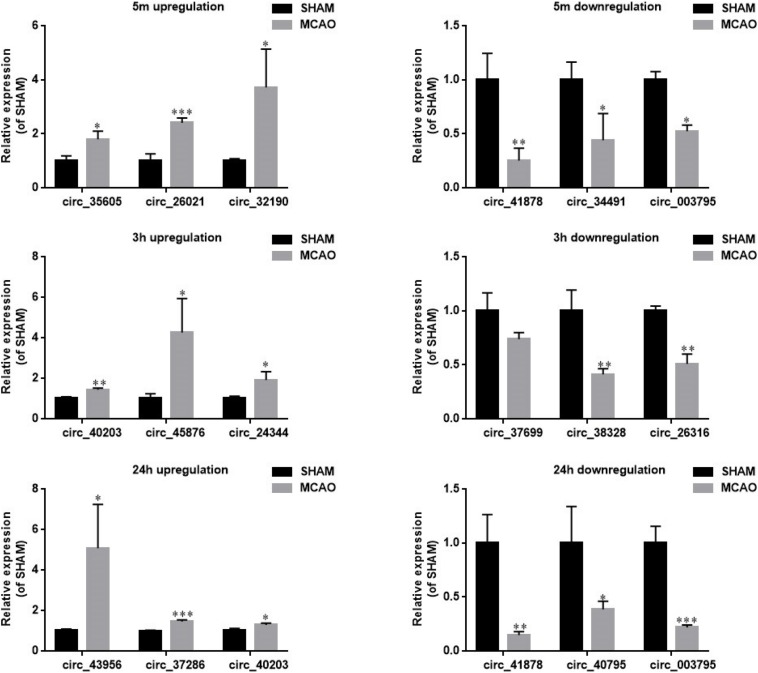
RT-qPCR verification of the microarray data from mouse blood. Representative circRNAs with significant differential expression at 5 min (upper panel), 3 h (middle panel), and 24 h of MCAO (lower panel) were verified by RT-qPCR. Left and right panels show the circRNAs with upregulation and downregulation, respectively. Values are mean ± SEM (*n* = 3 per group). ^∗^*p* < 0.05, ^∗∗^*p* < 0.05, and ^∗∗∗^*p* < 0.001 compared with sham (independent samples *t*-test, single-tailed).

To further verify whether the source of blood circRNAs was the brain, we collected ischemic brain tissue at the corresponding time points after MCAO and verified the representative circRNAs by RT-qPCR. As shown in Supplementary Figure S5, most of the circRNAs could be detected in the brain tissues. Therefore, these results suggest that the ischemic brain is apparently the source of circRNAs detected in the blood.

### Pathway Analysis of the Parental Genes of circRNAs

CircRNAs are known to be capable of regulating their parental genes (Li et al., 2015). We used GeneCoDIS3 to perform a pathway analysis of the parental genes of the differentially expressed circRNAs in an attempt to better understand their potential pathophysiological roles. GeneCoDIS3 provides a Modular Enrichment Analysis (MEA) in which enrichment analysis can be done by sourcing annotations from PANTHER and KEGG analysis (Tabas-Madrid et al., 2012). 

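Parental genes were grouped by the pathway lists in the supplement of the authors, and the enrichment itself was not recomputed. At 5 min, 7 differentially expressed circRNAs (adjusted p of at most 0.05 and 2 log2 units) came from 6 genes listed for PDGF signaling, 1 higher and 6 lower than sham (median -2.15). Lower ones, all exonic, included mmu_circRNA_003169 and mmu_circRNA_015986 of Arhgap10 (chromosome 8, 77310730 and 77344639 to 77365160), mmu_circRNA_29699 of Gsk3b (chromosome 16, 38170663 to 38193994) and mmu_circRNA_35991 of Vav3 (chromosome 3, 109508783 to 109563204). From sham to 5 min, mean log2 intensity (± SD, n = 3) went from 12.09 ± 0.01 to 8.91 ± 0.74 for Arhgap10 mmu_circRNA_003169 and from 11.79 ± 0.18 to 9.63 ± 0.94 for mmu_circRNA_015986, from 10.39 ± 0.37 to 7.60 ± 0.21 for Gsk3b and from 11.91 ± 0.76 to 9.84 ± 0.87 for Vav3. The log2 fold changes were -3.18 (SE 0.41) and -2.15 (SE 0.39) for Arhgap10, -2.80 (SE 0.39) for Gsk3b and -2.06 (SE 0.47) for Vav3. In this order their adjusted p (limma with Benjamini-Hochberg adjustment) was 0.0081, 0.0159, 0.011 and 0.0321. The Arhgap10 circRNAs end at the same junction, so their probes may share sequence and count as less than 2 independent measurements. The exonic mmu_circRNA_43955 of Ets1 (chromosome 9, 32732948 to 32738359) rose, from 8.22 ± 0.13 to 10.39 ± 1.45, or by 2.17 (SE 0.58, limma, Benjamini-Hochberg adjusted p = 0.049).

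Each of these 5 calls was lost without sham replicate 2, at adjusted p values (limma with Benjamini-Hochberg adjustment) of 0.0677 and 0.0838 for Arhgap10, 0.0689 for Gsk3b, 0.136 for Vav3 and 0.19 for Ets1. Without replicate 3 of 5 min they were lost as well, at 0.0727, 0.091, 0.0866, 0.126 and 0.152 in the same order (limma, Benjamini-Hochberg). Without either array only 1 probe was called at 5 min, so these losses are not particular to these circRNAs. Their changes without sham replicate 2 were -3.18, -2.12, -2.86, -2.10 and 2.16 in the same order, close to those with all arrays. Leaving out sham replicate 3 removed the calls of Arhgap10 mmu_circRNA_015986 (limma, Benjamini-Hochberg adjusted p = 0.0547) and Ets1 (0.141). Vav3 was also lost without replicate 2 of 5 min (limma, Benjamini-Hochberg adjusted p = 0.0676), replicate 2 of 24 h (0.0533) or replicate 1 of 3 h (0.055), and in a fit of only sham and 5 min (0.0531). Ets1 depended on replicate 1 of 5 min, without which its change was 1.42 (limma, Benjamini-Hochberg adjusted p = 0.142), and fell short without 5 further arrays (0.0519 to 0.0771) and in 6 other forms of background correction, filter or model (0.0506 to 0.0691).

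The insulin list held 5 circRNAs of 5 genes, all lower (median -2.80, range -3.16 to -2.27). Focal adhesion held 3, all lower, and chemokine signaling 4, all lower (median -2.61). Gsk3b and Vav3 recur among these lists, so the pathways do not measure separate circRNAs. Nearly all circRNA probes past both thresholds were lower at 5 min, so a pathway of lower circRNAs follows the direction of the whole set.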

At 5 min of MCAO, the major pathways associated with the enriched parental genes of circRNAs include platelet-derived growth factor (PDGF), insulin, focal adhesion, and chemokine signaling pathways. 

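At 3 h, 8 genes listed by the authors for the glutamatergic synapse each had 1 differentially expressed circRNA, and all 8 were higher than sham (median 2.59 log2 units). They included, exonic unless stated, mmu_circRNA_26526 of Adcy2 (chromosome 13, 68668469 to 68678615), the intronic mmu_circRNA_19110 of Gng2 (chromosome 14, 19904158 to 19904277), mmu_circRNA_010789 of Slc38a1 (chromosome 15, 96609855 to 96624169), the sense-overlapping mmu_circRNA_19217 of Grk2 (chromosome 19, 4288591 to 4294928), mmu_circRNA_006741 of Cacna1c (chromosome 6, 119052600 to 119057515), mmu_circRNA_28652 of Adcy8 (chromosome 15, 64783723 to 64815418) and mmu_circRNA_22790 of Gls2 (chromosome 10, 128207297 to 128208667). Mean log2 intensity (± SD, n = 3) rose from 9.08 ± 0.27 in sham to 12.25 ± 0.65 for Grk2, from 9.12 ± 0.09 to 12.25 ± 0.39 for Gng2, from 10.14 ± 0.58 to 13.07 ± 0.19 for Adcy2, from 6.34 ± 0.09 to 9.05 ± 0.81 for Gls2, from 6.98 ± 0.45 to 9.45 ± 1.17 for Adcy8, from 9.53 ± 0.29 to 11.68 ± 0.27 for Slc38a1 and from 6.83 ± 0.14 to 8.85 ± 0.40 for Cacna1c. The log2 fold changes in this order were 3.17 (SE 0.58), 3.13 (SE 0.48), 2.93 (SE 0.46), 2.71 (SE 0.63), 2.47 (SE 0.56), 2.14 (SE 0.37) and 2.01 (SE 0.35). The adjusted p (limma with Benjamini-Hochberg adjustment) was 0.00837, 0.00564, 0.00564, 0.0296, 0.0239, 0.00673 and 0.00701.

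Adcy2 and Gng2 stayed past both thresholds with any array left out. Slc38a1 and Cacna1c stayed past that of the adjusted p, but the change of Cacna1c was 1.81 without replicate 3 of 3 h and that of Slc38a1 just under 2 without replicate 2 of 3 h. Without replicate 2 of 3 h, the adjusted p (limma with Benjamini-Hochberg adjustment) was 0.0599 for Grk2, 0.159 for Gls2 and 0.14 for Adcy8. Without replicate 1 of 3 h it was 0.0962 for Gls2 and 0.0979 for Adcy8 (limma, Benjamini-Hochberg). Sham replicate 2 was needed for Gls2 and Adcy8 (limma, Benjamini-Hochberg adjusted p = 0.111 for each without it), sham replicate 3 for Gls2 (0.0971) and Adcy8 (0.0985), and sham replicate 1 for Gls2 (0.056). A fit of only sham and 3 h left Adcy8 at 0.0623 (limma, Benjamini-Hochberg adjusted p).

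The calcium list held 6 circRNAs, 5 higher and 1 lower (median 2.22), and the GnRH list 4, all higher (median 2.29). At 3 h nearly all circRNA probes past both thresholds were higher, so these lists share the direction of the whole set.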

At 3 h of MCAO, the major pathways include glutamatergic synapse, calcium signaling, and GnRH signaling. At 24 h of MCAO, the identified pathways include glutamatergic synapse, calcium signaling, and vascular smooth muscle contraction. 

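At 24 h, 16 circRNAs of 16 genes listed for the glutamatergic synapse were differentially expressed, 11 higher and 5 lower than sham (median 3.12, range -3.68 to 4.01). Of the circRNAs of this list at 3 h, those of Gng2, Grk2, Adcy2, Gls2, Cacna1c and Slc38a1 were higher again, with log2 fold changes of 4.01, 3.99, 3.72, 3.22, 3.19 and 3.13. Their adjusted p (limma with Benjamini-Hochberg adjustment) was 0.000119, 0.000329, 0.000135, 0.00232, 7.24e-05 and 0.000101.

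A further 9 of this list, not past both thresholds at 3 h, were exonic except that of Gnaq, which was sense-overlapping. Those higher were mmu_circRNA_32258 of Gnaq (chromosome 19, 16176757 to 16219772; 5.68 ± 0.17 in sham to 9.03 ± 0.48, mean ± SD, n = 3), mmu_circRNA_38102 of Grm3 (chromosome 5, 9569918 to 9590184; 6.40 ± 0.30 to 9.52 ± 0.42), mmu_circRNA_21952 of Grik2 (chromosome 10, 49355908 to 49523855; 5.82 ± 0.34 to 8.04 ± 0.72) and mmu_circRNA_000233 of Grin2b (chromosome 6, 135922871 to 135923470; 5.45 ± 0.08 to 7.50 ± 1.02). They rose by 3.35 (SE 0.43), 3.12 (SE 0.37), 2.22 (SE 0.37) and 2.05 (SE 0.61), with adjusted p (limma with Benjamini-Hochberg adjustment) of 0.000174, 0.000107, 0.00078 and 0.0215. Those lower were mmu_circRNA_27348 of Cacna1d (chromosome 14, 30045214 to 30047371; 10.71 ± 0.13 to 7.03 ± 2.28), mmu_circRNA_29140 of Adcy9 (chromosome 16, 4417852 to 4419588; 8.78 ± 1.19 to 6.15 ± 0.51), mmu_circRNA_40710 of Itpr1 (chromosome 6, 108369010 to 108440687; 7.30 ± 0.46 to 5.24 ± 0.49), mmu_circRNA_34628 of Plcb4 (chromosome 2, 135805548 to 135910244; 6.94 ± 0.39 to 4.91 ± 0.47) and mmu_circRNA_29200 of Grin2a (chromosome 16, 9653395 to 9663607; 7.73 ± 0.48 to 5.71 ± 0.62). Their log2 fold changes were -3.68 (SE 0.79), -2.63 (SE 0.55), -2.07 (SE 0.48), -2.03 (SE 0.31) and -2.02 (SE 0.59), with adjusted p (limma with Benjamini-Hochberg adjustment) of 0.00392, 0.0032, 0.00579, 0.000507 and 0.0202. The 24-h signals of Itpr1 and Grin2a were well above background on 2 of 3 arrays.

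Grin2b lost its call without replicate 1 of 24 h (1.48, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0799), sham replicate 2 (0.0643) or sham replicate 3 (0.0522). Grin2a lost its call without replicate 2 of 24 h (-1.75, limma, Benjamini-Hochberg adjusted p = 0.0775), sham replicate 1 (0.0657) or sham replicate 2 (0.0521). Under slide as a fixed term, Grin2b turned to -0.48 (limma, Benjamini-Hochberg adjusted p = 0.752). Over all alternatives its adjusted p ranged from 1.08e-06 to 0.752 (limma, Benjamini-Hochberg), so its direction at 24 h is not settled. Slide as a fixed term also left all 5 lower circRNAs without a call: Cacna1d -3.18, Adcy9 -1.51, Itpr1 -1.40, Plcb4 -1.83 and Grin2a -1.04, with adjusted p (limma with Benjamini-Hochberg adjustment) of 0.243, 0.396, 0.383, 0.0783 and 0.625. Grik2 stayed higher at 2.34 (limma, Benjamini-Hochberg adjusted p = 0.0598). When slide was a random block, Grin2b and Grin2a were at 1.47 and -1.80 (limma, Benjamini-Hochberg adjusted p = 0.159 and 0.0996).

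The calcium list held 17 circRNAs (7 higher, 10 lower, range -4.42 to 4.10) and vascular smooth muscle contraction 11 (5 higher, 6 lower, range -4.73 to 5.30), both with a median of -2.03. Unlike at 3 h, no pathway of these 3 moved in a single direction.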

The full list of annotations is summarized in Supplementary Table S4.

### CircRNA-miRNA-Target Gene Network, GO, and KEGG Pathway Analyses

A number of circRNAs can act as miRNA sponges for regulating gene expression through a circRNA-associated miRNA-regulated targeted gene network. To explore the possible pathophysiological involvement of brain ischemia-responsive circRNAs, we conducted miRNA sponge analysis using RegRNA 2.0 databases to predict the miRNA binding of the verified circRNAs in this study. RegRNA 2.0 is widely used to comprehensively predict interacting miRNAs based on the sequence of circRNAs and their internal structures together with the use of miRBase (Griffiths-Jones et al., 2008), which contains a central repository database for miRNA nomenclature, sequence data annotation, and target prediction (Huang et al., 2006; Chang et al., 2013). As shown in Figure 4, 24 out of 60 circRNAs highly altered after ischemia at the three time points showed miRNA binding sites. These circRNAs contained one to four miRNA binding sites, with the exception that mmu_circRNA_26316 contained 12 miRNA binding sites (Figure 4).

**FIGURE 4:**
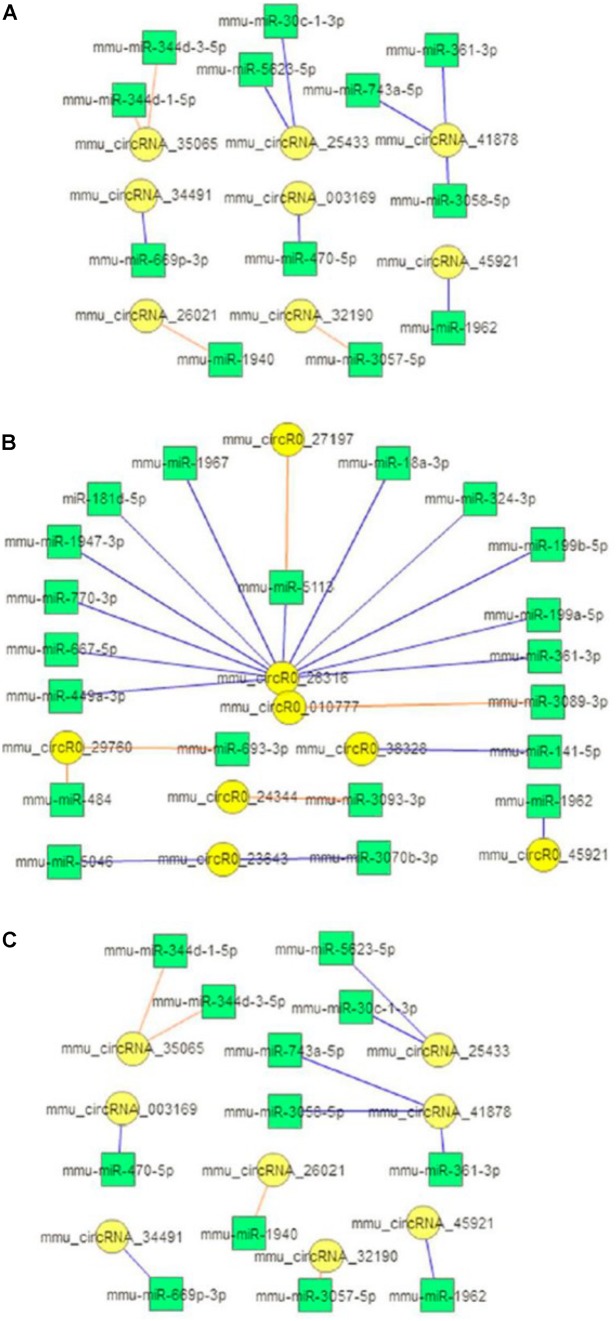
circRNA-miRNA interaction. Diagrams show the predicted miRNAs (square boxes) that bind to the verified differentially expressed circRNAs (round circles) at the 5-min **(A)**, 3-h **(B)**, and 24-h **(C)** time points of MCAO in mice. Blue lines represent upregulation; red lines represent downregulation.

Next, we performed Gene Ontology using the DIANA tool to analyze the functional enrichment of predicted circRNA-miRNA target genes (Figure 5 and Supplementary Tables S5, S6). The results of GO Panther analysis further indicated that at 5 min of MCAO, the major biological functions were antioxidant, catalytic, receptor, signal transducer, and transporter activities. At 3 h of MCAO, most gene functions were involved in the regulation of catalytic activity, while genes involved in antioxidant activity were prominently increased. At 24 h of MCAO, most gene functions were associated with binding and catalytic activity. Among them, the stroke-related biological processes included the immune process, metabolic process, and biological adhesion.

**FIGURE 5:**
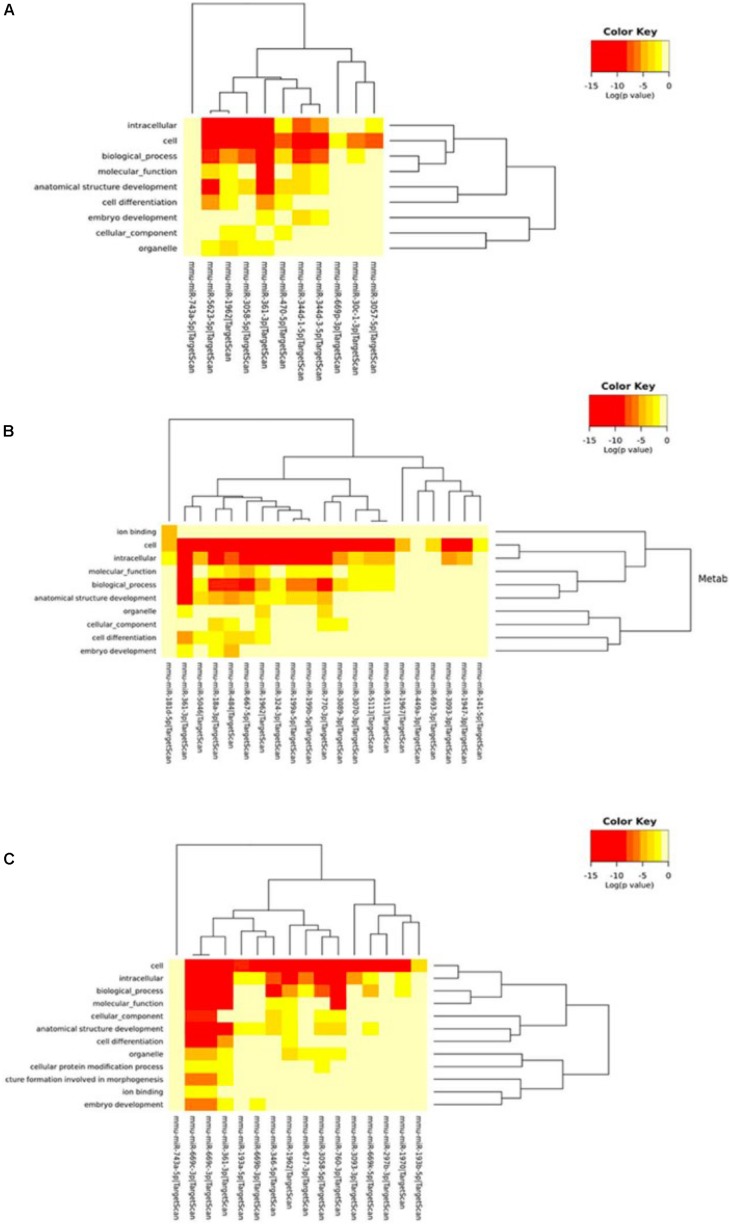
Gene ontology analysis. Gene ontology classifications of the circRNA-miRNA target genes at the **(A)** 5-min, **(B)** 3-h, and **(C)** 24-h time points of MCAO. Color key represents log(*p*-value).

We further used the MirPath and TargetScan databases to predict the pathways involved in circRNA-miRNA regulated genes (Supplementary Table S7). Based on the enrichment analysis and Fisher’s meta-analysis using the Posteriori Analysis Method, we found that the significant pathways after 5 min MCAO were associated with the Hippo signaling pathway, cytokine-cytokine receptor interaction, metabolism of xenobiotics by cytochrome P450, biosynthesis of unsaturated fatty acids, gap junction, and mucin type O-glycan biosynthesis (Figure 6A).

**FIGURE 6:**
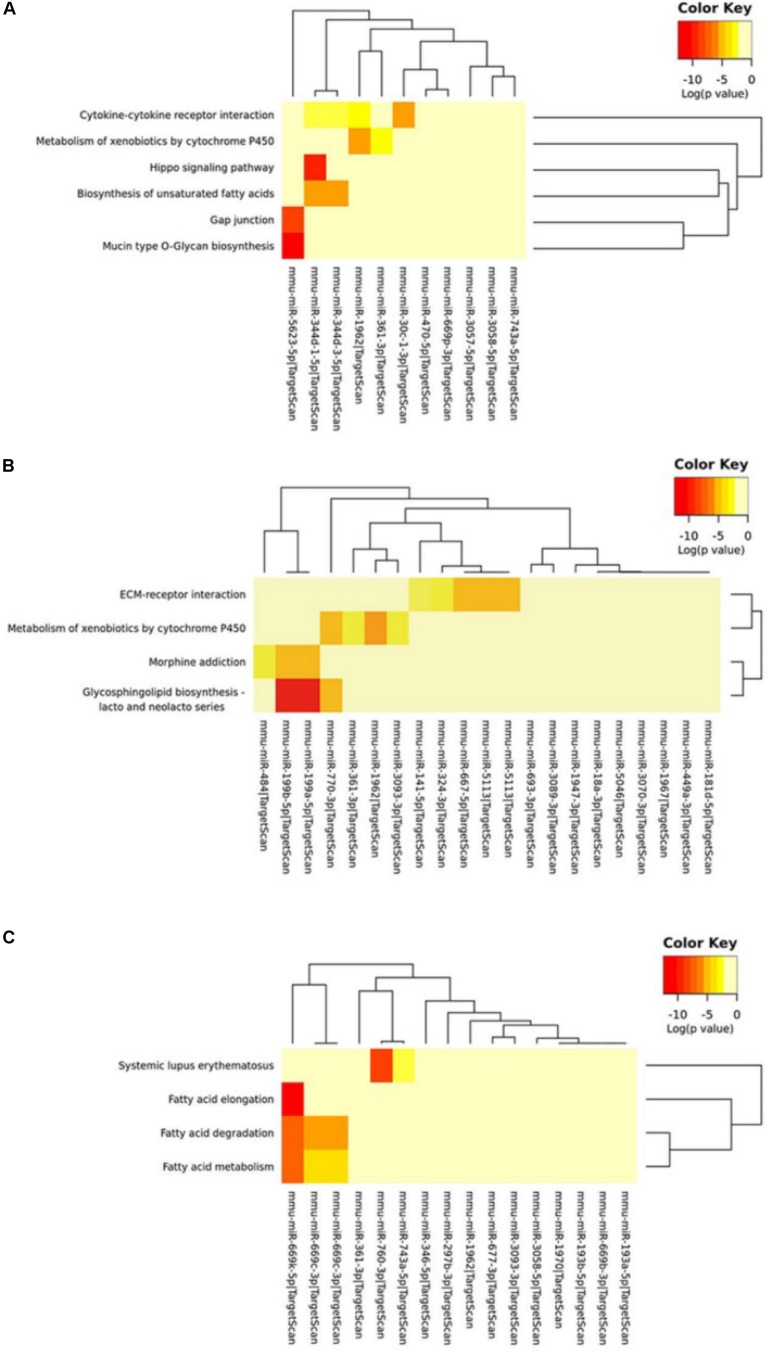
KEGG pathway analysis of circRNA-miRNA target genes. **(A)** KEGG pathway analysis of the circRNA-miRNA target genes at the **(A)** 5-min, **(B)** 3-h and **(C)** 24-h time points of MCAO. Color key represents log(*p* value).

At 3 h, extracellular matrix (ECM)-receptor interaction, metabolism of xenobiotics by cytochrome P450, and glycosphingolipid biosynthesis of lacto- and neolacto-series were identified (Figure 6B). Interestingly, at 24 h, most of the identified significant pathways were associated with fatty acid metabolism (Figure 6C).

If circRNAs serve as miRNA sponges, circRNA-miRNA interactions should be verifiable by examining the expression of genes targeted by those miRNAs. Therefore, to verify the regulation of potential circRNA-miRNA target gene expression, we selected the representative target genes by KEGG analysis according to Figure 6 and Supplementary Table S7 and collected the ischemic brain tissues at different time points. We then verified their circRNA-miRNA target gene expression by RT-qPCR. As shown in Supplementary Figure S6, the expression of circRNA-miRNA target genes, at least in part, were differentially regulated, especially in the peri-infarct penumbra brain tissue (Supplementary Figure S6). These results suggest that the circRNAs could interact with their miRNAs and that the resultant circRNA-miRNA interactions may have a functional role in the regulation of their target gene expression.

### Identification of Differentially Expressed circRNAs in Stroke Patients

We first performed conservation analysis of the mouse ischemia-responsive blood circRNAs identified in our study with those in human. Our results showed that 65% of the highly differentially expressed circRNAs in all three time points were conserved in the corresponding human circRNAs (Figure 7A). This result is in line with the notion that circRNAs are highly evolutionarily conserved (Jeck et al., 2013), especially the exonic circRNAs (Guo et al., 2014).

**FIGURE 7:**
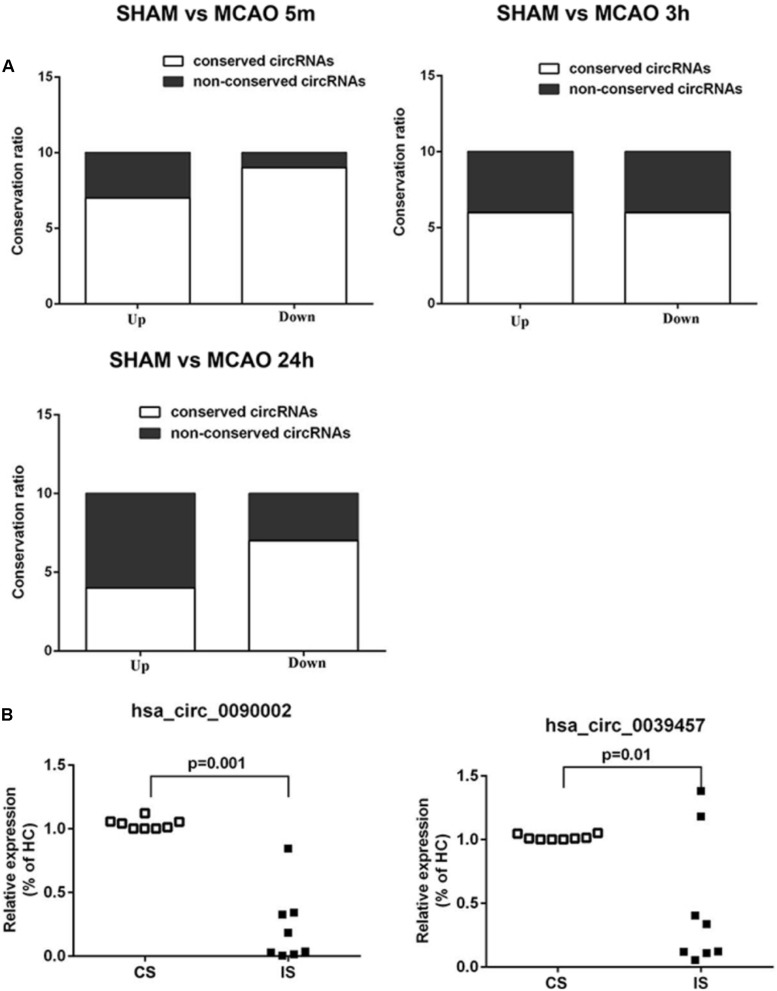
Conservation analysis and validation of the blood circRNAs in stroke patients. **(A)** Mouse-human conservation analysis of the verified blood circRNAs. Results show the percentage of conservation of the top 10 most differentially expressed circRNAs at different time points of MCAO (left, 5 min; middle, 3 h, right, 24 h). **(B)** Validation of circRNAs in acute ischemic stroke patients (IS) versus control subjects (CS) by RT-qPCR. hsa_circ_0090002 and hsa_circ_0039457 are circRNAs of PHKA2 and BBS2, respectively. Values are expressed as mean ± SEM, Student’s *t*-test value. *p* < 0.05 was considered statistically significant compared to sham group.

To determine whether these conserved circRNAs were present in acute ischemic stroke patients, we collected blood samples from patients and the matched control subjects (Supplementary Table S8). Samples were matched for demographic and vascular risk factors as well as history of previous use of anti-platelet medications. The time from symptom onset to blood sample collection ranged from 60 to 280 min, with a mean time of 179 min. Stroke etiologies in the patients included large-artery atherosclerosis (44.4%), cardioembolism (22.2%), and small-vessel occlusion (33.3%). We performed diffusion-weighted imaging (DWI) and magnetic resonance angiography (MRA) to confirm brain infarction and cerebral blood vessel occlusion in the patients (Supplementary Figure S5). We identified seven conserved circRNAs that were also found in the ischemia-responsive brain tissues in mice (Memczak et al., 2015; Mehta et al., 2017) (Supplementary Tables S2, S5, S7). We then performed validation analysis in the blood of stroke patients. As shown in Figure 7B and Supplementary Figure 4B, circPHKA2 (hsa_circ_0090002) and circBBS2 (hsa_circ_0039457) showed significant differential expression (Figure 7B). Since we found that circPHKA2 exhibited an interacting sequence with miR-1962, we used TargetScan software to predict its target genes (Supplementary Table S10) and verified the expression of top-ranked potential target genes in the brain tissue by RT-qPCR. As shown in Supplementary Figure S8, SH3PXD2A, NNT, VPS26A, and TMUB2 were differentially expressed, especially in the peri-infarct brain tissue. These data suggest that circPHKA2-miR1962 interaction is likely to have a functional role in the regulation of its target genes in the ischemic brain. Taken together, all these analyses suggest that circPHKA2 and circBBS2 are diagnostic biomarkers for acute ischemic stroke.

## Discussion

In this study, we profiled the differentially expressed blood circRNAs in a mouse model of focal ischemic stroke. Through the combination of experimental study and bioinformatics analysis, circPHKA2 and circBBS2 were identified to be differentially expressed specifically in ischemic stroke patients, making these two circRNAs potential diagnostic biomarkers for acute ischemic stroke. The PHKA2 gene expresses the alpha subunit of phosphorylase b kinase (PBK) (Brushia and Walsh, 1999). This kinase is found in various tissues, with particularly high expression in the liver and muscles (Mehta et al., 2017). It plays an important role in cellular energy metabolism, as PBK activates glycogen phosphorylase, which catabolizes glycogen when glucose is deprived (Brushia and Walsh, 1999). During ischemic stroke conditions, glucose deprivation in the brain tissues is unlikely to influence glycogen metabolism, as it is not considered to be the energy source in the brain tissues. Interestingly, we found that circPHKA2 may interact with miR-1962 and subsequently regulate the expression of the circPHKA2-miR-1962 target genes. Thus, it will be interesting to further delineate the functional role of circPHKA2 after stroke in future research. Regarding BBS2, it is a member of the Bardet-Biedl syndrome (BBS) gene family. It has been reported that BBS proteins cooperate with GTPase Rab8 to promote ciliary membrane biogenesis and are involved in intracellular trafficking via microtubule-related transport (Nachury et al., 2007). Currently, the exact function of BBS2 in the brain cells after acute ischemic stroke remains unclear, and we did not identify any potential miRNA interacting with this circRNA according to our bioinformatics analysis. Further work will be required to identify the pathophysiological role of circPHKA2 and circBBS2 in acute ischemic stroke. In addition, given the statistically significant differential expression of their circular isoforms in stroke patients (Figure 7B), the results warrant further research into the clinical application of these two circRNAs as biomarkers in acute ischemic stroke.

It has been reported that circRNAs can pass through the blood–brain barrier (BBB) and enter the bloodstream (Memczak et al., 2015). Acute ischemic stroke could further facilitate this process because the BBB becomes leakier during the acute phase of stroke. Our study further supported this notion by showing that most of the differentially expressed circRNAs we identified in blood were also detected in the brain at the respective time points. In addition, we used RNA-sequencing analysis of circRNAs in the brain tissues and found that among the 20 top-ranked differentially expressed circRNAs we identified in the brain tissue, 12 of them were detected in the blood (data not shown). Furthermore, our bioinformatics analyses of the blood circRNAs reveal many pathways that are highly related to brain pathophysiology, including glutamate synapse and Alzheimer’s disease. We also showed that the predicted circRNA-miRNA interactions are likely to have a functional role in terms of regulation of their target gene expression in the brain. Taken together, these lines of evidence strongly suggest that brain circRNAs are one of the major sources of blood circRNAs. This study also reveals that the blood circRNAs are informative surrogates for brain circRNAs after acute ischemic stroke. Future studies will be required to demonstrate the direct causal relationship between the brain and blood circRNAs.

In addition to showing them to be biomarkers, the results on the circRNAs and their associated pathways identified in this study may provide insight into their roles in stroke pathophysiology. Our bioinformatics analysis of the parental genes of the identified circRNAs at 5 min of MCAO demonstrated that the PDGF and chemokine pathways, among others, are responsive to the non-damaging ischemic stimulus. Consistently, it has been reported that PDGF and its receptor are expressed in microvascular endothelial cells (Beitz et al., 1991). The PDGF pathway also affects the BBB integrity and influx of inflammatory cells into the brain (Folestad et al., 2018). Microglia are known to mediate PDGF activation and increase cerebrovascular permeability (Su et al., 2017). These observations raise the possibility that the PDGF pathway may play multiple roles in the regulation of angiogenesis, immune response, and neurovascular protection. With respect to the analysis of circRNA-miRNA target genes after 5 min of MCAO, we found that they are associated with the base excision repair, Hippo, and PPAR pathways. Gene Ontology analysis revealed that these circRNA-regulated genes are also associated with antioxidant activity. These results suggest that they may play important roles in adaptive responses to the subsequent stroke.

Penumbra is typically formed during the first 3 h after ischemia (Lo, 2008). The GeneCoDIS3 pathway analysis of the differentially expressed circRNAs at the 3 h time point reveals that the annotated enriched pathways are associated with the glutamatergic synapse and calcium signaling pathways. It is known that stroke causes excitotoxicity to neurons (Brassai et al., 2015) mainly caused by activation of calcium-dependent mechanisms at the glutamatergic synapses (Curcio et al., 2016). Our results further indicated that the blood circRNAs can reflect the pathophysiological responses in the brain penumbra tissues. Interestingly, our KEGG analysis of the circRNA-regulated genes reveals that glycosphingolipid biosynthesis, extracellular matrix-receptor interaction, and protein processing in endoplasmic reticulum might take place in the penumbra tissues. Whether these previously unknown changes to molecular events in the brain lead to subsequent excitotoxic brain cell death or salvation of penumbra tissues requires detailed follow-up studies in the future.

For the blood circRNAs identified at 24 h, we found that fatty acid metabolism and calcium signaling are enriched, as revealed by our bioinformatics analysis. This is consistent with the known pathological change in the brain damage induced by ischemic stroke (Broughton et al., 2009). Therefore, our results suggest that the blood circRNA expression profiles can reflect brain responses after ischemic stroke. Interestingly, we also identified pathways that are potentially involved in repair and regeneration after stroke. For example, we identified the Wnt and cadherin signaling pathways, which are known to play a role in axonal repair and regeneration in adult optic nerve and spinal cord injury (Garcia et al., 2018). However, whether and how the repair responses can be initiated as early as 24 h after stroke remains to be determined in future studies.

## Data Availability Statement

The datasets analyzed for this study can be found in the GEO Repository (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc =GSE138849).

## Ethics Statement

The studies involving human participants were reviewed and approved by The First Affiliated Hospital, Jinan University.

## Author Contributions

DL designed and performed experiments, prepared figures, analyzed data, and wrote, edited, and proofread the manuscript. EH analyzed and interpreted data, prepared figures, and wrote, edited, and proofread the manuscript. HM, JZ, YaL, and YuL performed experiments. BY and YD assisted with patient studies. CT conceptualized the project and wrote, edited, and proofread the manuscript. AX conceptualized and directed the overall project.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Identification of Blood Circular RNAs as Potential Biomarkers for Acute Ischemic Stroke
**Source:** Front Neurosci. 2020 Feb 6;14:81. doi: 10.3389/fnins.2020.00081
**Supplement:** Supplementary file 1

# Supplementary Material

## 1 Supplementary Figures

### Supplementary Figure S1

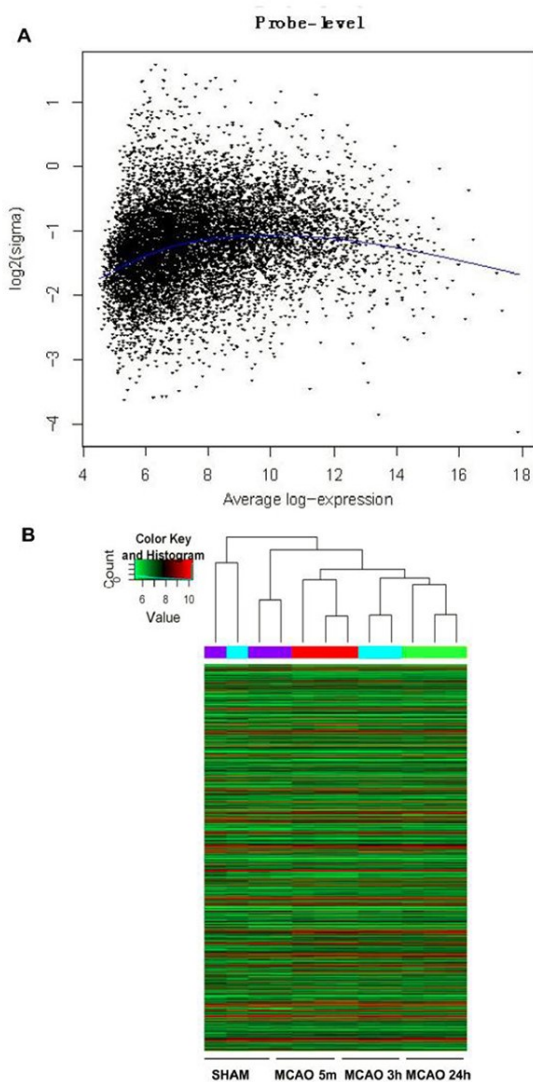

**Figure supplementary 1.** Quality control of the microarray probes and the heatmap of distinguishable circRNA expression profiling. A. Each dot represents a probe. Y-axis shows the log of variance of a probe intensity among replicates. X-axis shows the average log intensity of the probe's brightness (i.e. expression level). B. The result of hierarchical clustering shows distinguishable circRNA expression profiles among 12 samples of three biological replicates containing SHAM, MCAO 5min, MCAO 3h and MCAO 24h groups.

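With the 10678 tested probes divided into 5 equal classes by mean log2 intensity, the median residual SD was 0.36 in the dimmest class (4.28 to 5.68), then 0.41, 0.44 and 0.48, and 0.49 in the brightest (9.22 to 17.91). The prior SD of the limma trend followed it at 0.35, 0.40, 0.43, 0.46 and 0.47. Replicates thus differed somewhat more at brighter probes, and the trend gave dim probes a smaller prior variance. A residual SD above 1 occurred in 2.20% of the dimmest class and in 3.65% to 4.26% of the others.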

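Clustering of the 12 arrays on all tested probes (Euclidean distance, complete linkage) joined sham replicates 2 and 3 first (height 31.6), followed by replicates 1 and 2 of 3 h (32.5), 2 and 3 of 5 min (32.9) and 2 and 3 of 24 h (52.6). Replicate 1 of sham joined replicates 2 and 3 of 5 min (75.2), and replicate 1 of 5 min joined replicates 1 and 2 of 3 h (78.8), so sham and 5 min did not form separate branches. The last join (173.8) split the tree by slide, with replicate 3 of 3 h on the side of the 24-h arrays. With looser probe filters or none it instead set replicate 1 of 24 h and replicate 3 of 3 h apart from all others, and without replicate 2 of 24 h it set replicate 1 of 24 h apart. The nearest array was of the same group for 11 of 12 arrays; replicate 1 of 24 h lay nearest to replicate 3 of 3 h (99.4).

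Median distances were 61.8 between arrays of the same group on one slide (10 pairs), 86.7 between groups on one slide (24 pairs), 94.0 within the 3-h group across slides (2 pairs) and 123 between groups across slides (30 pairs). The difference between replicates had a root mean square of 0.31 log2 units for sham replicates 2 and 3 and of 0.62 and 0.89 for the pairs with replicate 1. At 24 h it was 0.51 for replicates 2 and 3 and 1.04 and 1.27 for the pairs with replicate 1. Under other scalings and filters, 10 to 12 arrays lay nearest to their own group.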

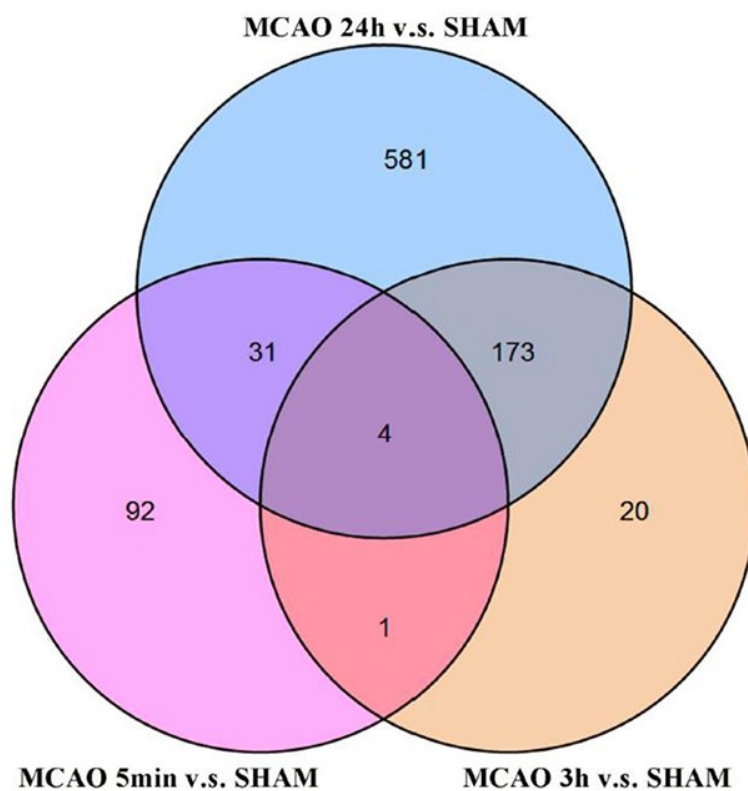

**Figure supplementary 2.** Venn diagram. The Venn diagram of the significant differentially expressed circRNAs ( $\geq 2.0$ -fold,  $p < 0.05$ ) in the MCAO groups at 5 min, 3 h and 24 h, respectively.

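Of the circRNA probes with an adjusted p of at most 0.05 and a change of at least 2 log2 units, 91 were found only at 5 min, 20 only at 3 h and 610 only at 24 h. The 3-h and 24-h sets shared 171 that were not found at 5 min, while 5 min shared 30 with 24 h and 1 with 3 h. All 3 time points shared 4, and 1 to 7 under other scalings, filters and adjustments that kept all arrays and left slide out of the model. Without sham replicate 2 there was none, and without sham replicate 1 there were 15.

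The 4 shared probes were mmu_circRNA_45921 of Phka2 (exonic, chromosome X, 160523271 to 160533077, plus strand), mmu_circRNA_43344 of Bbs2 (exonic, chromosome 8, 94086655 to 94092622, minus strand), the Wdr11 circRNA mmu_circRNA_42362, and ASCRP4002975, which has no name in the list of the authors. Phka2 went from 15.00 ± 0.10 in sham to 11.85 ± 0.87 at 5 min, 12.18 ± 1.07 at 3 h and 10.58 ± 0.50 at 24 h (mean ± SD, n = 3 each), changes of -3.16, -2.83 and -4.42 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0147, 0.00911 and 0.000106). Bbs2 went from 8.64 ± 1.53 to 5.37 ± 0.17, 6.12 ± 1.12 and 4.66 ± 0.32, changes of -3.27, -2.52 and -3.99 (limma, Benjamini-Hochberg adjusted p = 0.0206, 0.0462 and 0.000694), its signal at 24 h being well above background on 1 of 3 arrays. Wdr11 reached 11.33 ± 0.26 at 3 h and 12.38 ± 1.01 at 24 h, changes of 3.13 and 4.18 (limma, Benjamini-Hochberg adjusted p = 0.0155 and 0.000499). ASCRP4002975 changed by -3.26, -2.37 and -3.61 (limma, Benjamini-Hochberg adjusted p = 0.0169, 0.0483 and 0.000927). mmu_circRNA_26316 of Gm272 (intergenic, chromosome 13, 49820612 to 49830616, plus strand) went from 10.62 ± 0.50 to 8.08 ± 1.33, 8.52 ± 0.61 and 7.94 ± 0.19. It changed by -2.53, -2.10 and -2.67 (limma, Benjamini-Hochberg adjusted p = 0.0272, 0.0503 and 0.00305), just outside the threshold at 3 h.

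The 5-min calls of Phka2 and Bbs2 were lost without sham replicate 2 (limma, Benjamini-Hochberg adjusted p = 0.0837 for each) or replicate 3 of 5 min (0.0866 and 0.0995), and that of Bbs2 also without replicate 1 of 5 min (0.0567). Without sham replicate 2 or replicate 3 of 5 min, only 1 probe was called at 5 min. Gm272 lost its 5-min call without sham replicate 2 (limma, Benjamini-Hochberg adjusted p = 0.119), sham replicate 3 (0.0637) or replicate 3 of 5 min (0.091), and in a fit of only sham and 5 min (0.0504). At 3 h Bbs2 was lost on leaving out any of 9 arrays (limma, Benjamini-Hochberg adjusted p 0.0504 to 0.163, largest without replicate 2 of 3 h) and in 8 other forms of background correction, filter and model (0.0525 to 0.138), and Wdr11 without sham replicate 2 (0.0751), sham replicate 3 (0.0752) or replicate 2 of 3 h (0.08). Gm272 came within the threshold at 3 h without replicate 1 of 24 h (limma, Benjamini-Hochberg adjusted p = 0.0446), replicate 1 of 5 min (0.0067) or replicate 2 of 5 min (0.0377), and by adjusted p under 9 other forms of background correction, scaling, model or adjustment (2.13e-05 to 0.0472), in 5 of which its change was also at least 2 log2 units. With slide as a fixed term the 24-h changes of Phka2, Bbs2, Gm272 and Wdr11 were -2.63, -2.35, -1.82 and 3.99, and their calls were lost (limma, Benjamini-Hochberg adjusted p = 0.0567, 0.233, 0.32 and 0.0716).

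Over all tested probes the log2 fold changes correlated at r = 0.55 between 5 min and 3 h, 0.42 between 5 min and 24 h and 0.83 between 3 h and 24 h. Because each comparison uses the same 3 sham arrays, simulated groups without any change gave median correlations of 0.51, 0.56 and 0.53. Without replicate 1 of 5 min the first of these correlations was 0.41 and the second 0.28.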

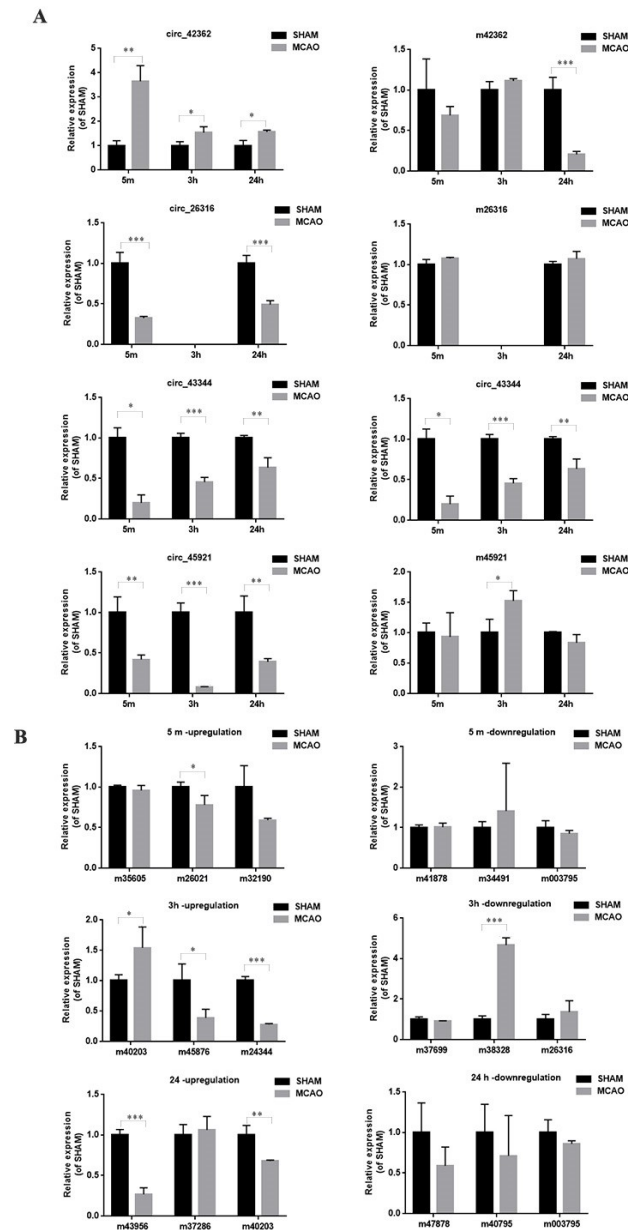

Figure supplementary 3. Changes of circRNA expression is independent to their corresponding mRNA. (A) The expression of 4 overlapped (circRNAs mmu\_circRNA\_42362, mmu\_circRNA\_26316, mmu\_circRNA\_43344 and mmu\_circRNA\_45921) and their respective mRNAs in all three time points of MCAO. Since the data of mmu\_circRNA\_26316 of MCAO 3h has been shown in the Figure3, this data are omitted. (B) Corresponding mRNA expression of the indicated circRNAs determined by RT-qPCR. Values are expressed as the means $\pm$ S.E.M., \* $P < 0.05$ , \*\* $P < 0.01$ , and \*\*\* $p < 0.001$  were considered as statistically significant compared to SHAM contro

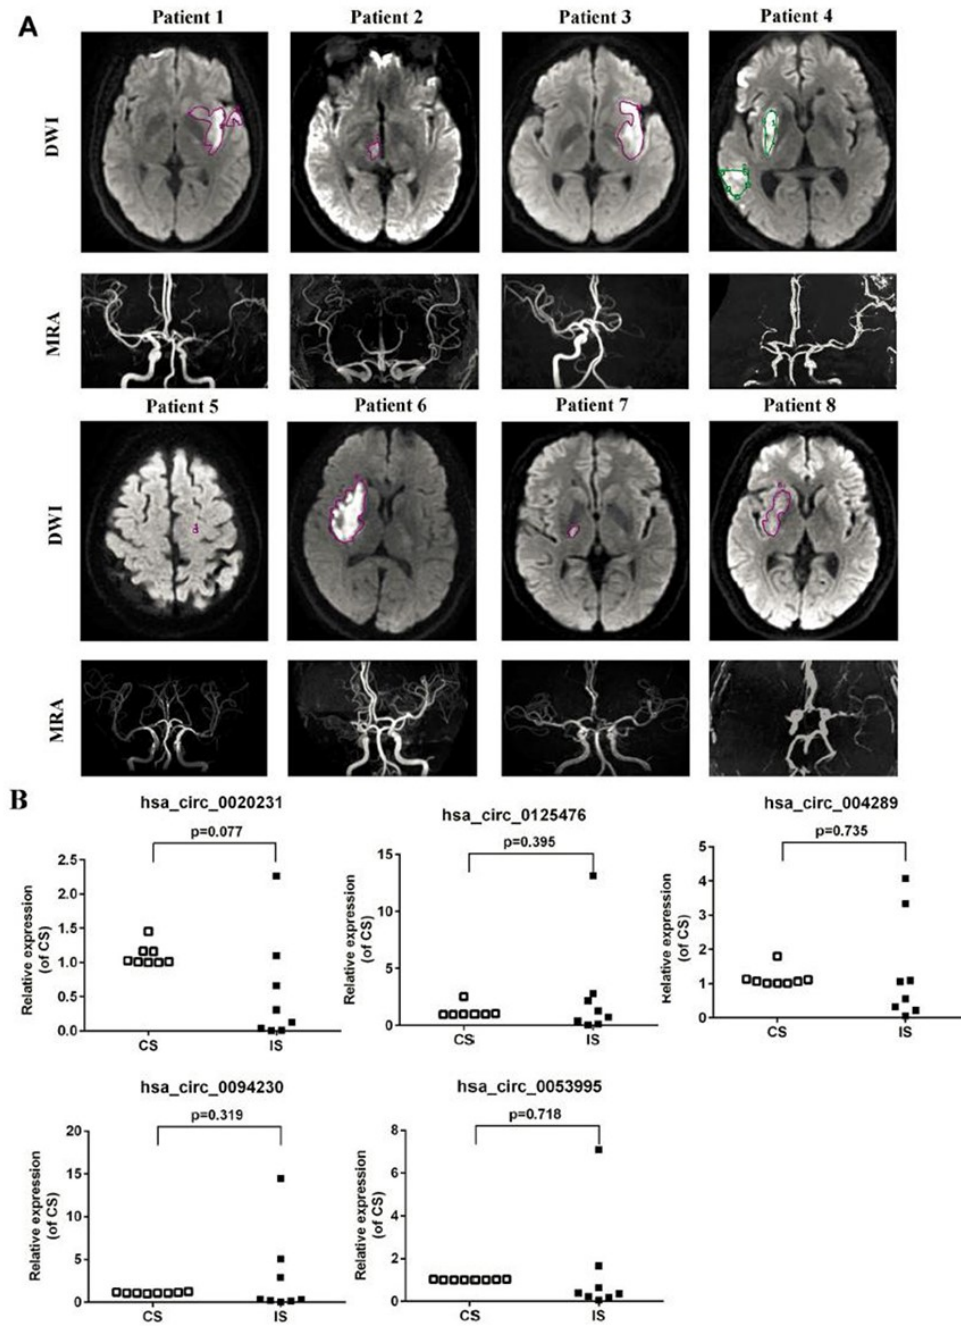

**Figure supplementary 4.** A. The Diffusion weighted imaging (DWI) and Magnetic Resonance Angiography (MRA) images of eight acute ischemic stroke patients. B. Validation of circRNAs in acute ischemic stroke patients by RT-qPCR.  $P>0.05$  was considered no statistical significance.

## Supplementary Figure S5

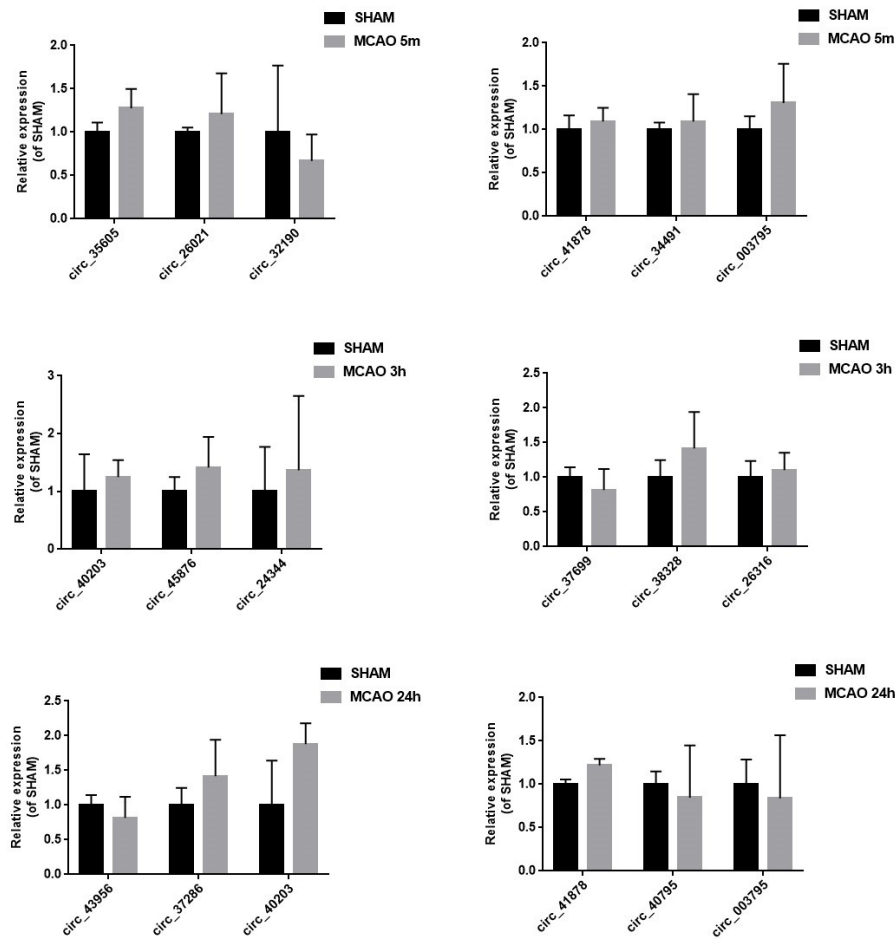

**Figure Supplementary 5.** RT-qPCR verification of the representative circRNAs in mouse brain tissues. Mice were subjected to MCAO for 5 min (upper panel), 3h (middle panel) and 24h (lower panel), and the respective brain tissues were collected as described in the Experimental Section. CircRNAs in the brain tissues were verified by RT-qPCR. Left and right panels show the circRNAs with upregulation and down-regulation, respectively. Values are mean  $\pm$  SEM (n=3 per group).

## Supplementary Figure S6

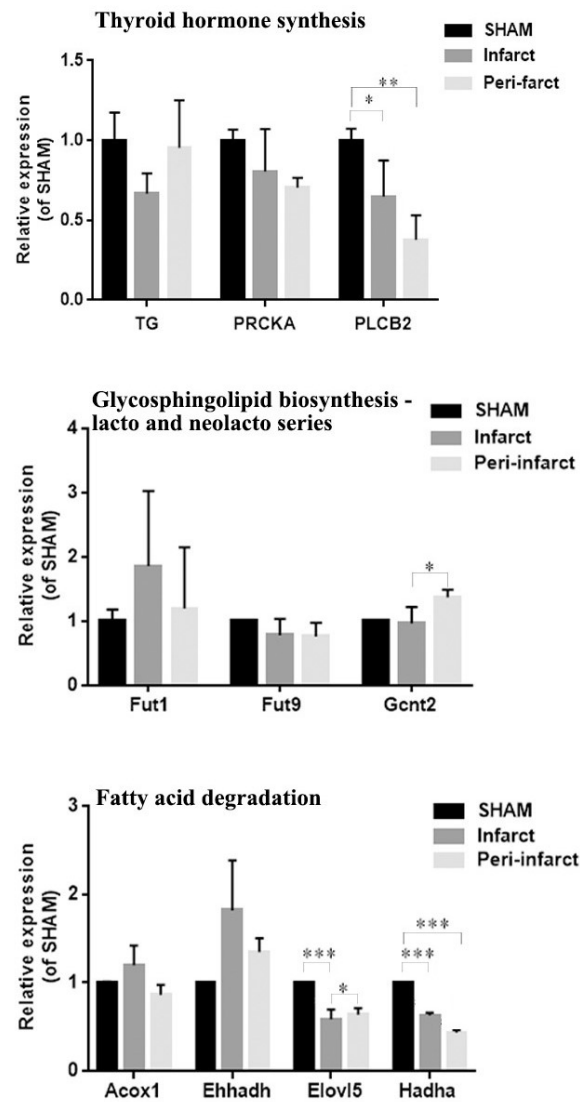

**Supplementary Figure S6.** Verification of circRNA-miRNA target gene expression. Mice were subjected to MCAO and the brain tissues were collected from sham, infarct core, and peri-infarct region. Expression of the representative circRNA-miRNA target genes in different brain tissues were determined by RT-qPCR. Values are mean  $\pm$  SEM (n=3 per group). \*p<0.05, \*\*p<0.01, \*\*\*p<0.001 compared with sham (Student's t test).

## Supplementary Figure S7

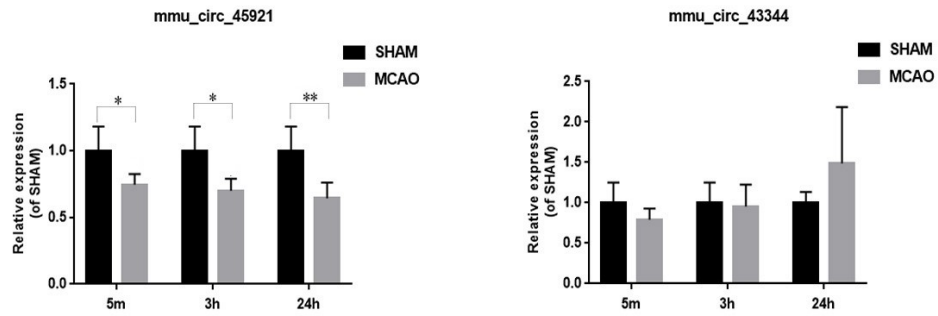

**Figure Supplementary 7.** Expression of circPHKA2 and circBBS2 in the mouse brain tissues. Mice were subjected to MCAO for the indicated time points, and the respective brain tissues were collected as described in the Experimental Section. CircRNAs expression in the brain tissues were verified by RT-qPCR. Left and right panels show the expression of circPHKA2 (mmu\_circ\_45921) and circBBS2 (mmu\_circ\_43344), respectively. Values are mean  $\pm$  SEM (n=3 per group). \*p<0.05, \*\*p<0.01 compared with sham (Student's t test).

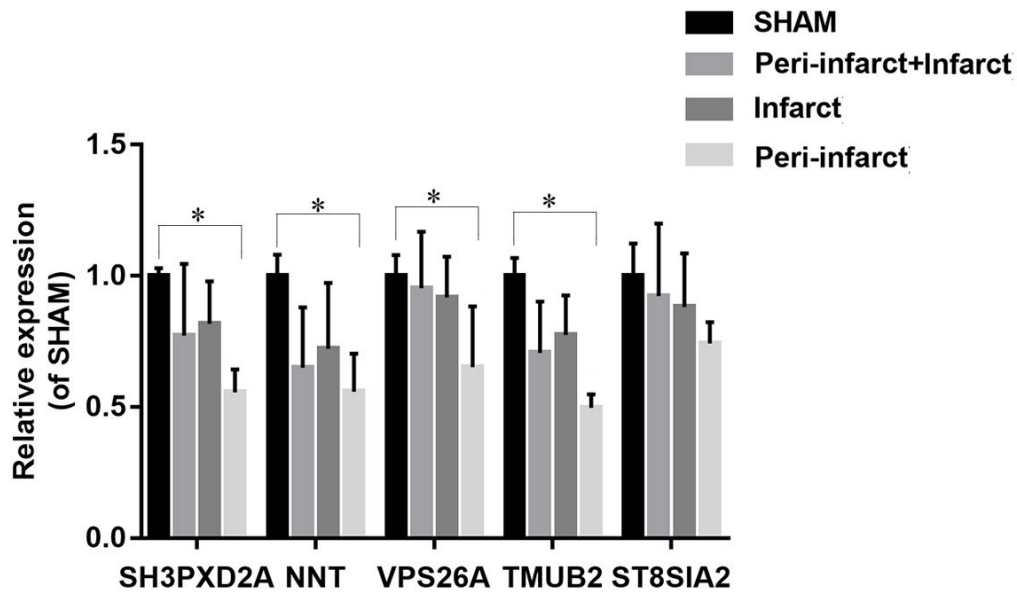

**Supplementary Figure S8.** Expression of circPHKA2-miR1962 target genes in brain tissues. Mice were subjected to MCAO for 24h and brain tissues were collected from sham, infarct, and peri-infarct regions. The circPHKA2-miR1962 target gene candidates were predicted by TargetScan and indicated in the x-axis. Their expression was determined by RT-qPCR. Values are mean  $\pm$  SEM (n=3 per group). \*p<0.05 compared with sham (Student's t test).

## 2 Supplementary Tables

Supplementary Table S1. List of primers used for qPCR.

---

**Supplementary Table S2. List of top 10 up- and down-regulated differentially expressed circRNAs in the three time points.**

---

**Supplementary Table S3. List of significnatly differentially expressed circRNAs.**

---

**Supplementary Table S4. Parenral gene enrichment pathway analysis by GeneCoDIS3.**

**Supplementary Table S5. miRNA binding sites of the significantly differentially expressed circRNAs.**

467a-116p,mmu-miR-467a-117p,mmu-miR-467a-118p,mmu-miR-467a-119p,mmu-miR-467a-120p,mmu-miR-467a-121p,mmu-miR-467a-122p,mmu-miR-467a-123p,mmu-miR-467a-124p,mmu-miR-467a-125p,mmu-miR-467a-126p,mmu-miR-467a-127p,mmu-miR-467a-128p,mmu-miR-467a-129p,mmu-miR-467a-130p,mmu-miR-467a-131p,mmu-miR-467a-132p,mmu-miR-467a-133p,mmu-miR-467a-134p,mmu-miR-467a-135p,mmu-miR-467a-136p,mmu-miR-467a-137p,mmu-miR-467a-138p,mmu-miR-467a-139p,mmu-miR-467a-140p,mmu-miR-467a-141p,mmu-miR-467a-142p,mmu-miR-467a-143p,mmu-miR-467a-144p,mmu-miR-467a-145p,mmu-miR-467a-146p,mmu-miR-467a-147p,mmu-miR-467a-148p,mmu-miR-467a-149p,mmu-miR-467a-149p

---

**Supplementary Table S6. Gene Ontology analysis of the predicted circRNA-miRNA target genes.**

---

**Supplementary Table S7. KEGG pathway analysis of the differentially expressed circRNAs in different time points of MCAO**

**Supplementary Table S8. Baseline characteristics of stroke patients and control subjects.**

---

\* s.e.m >Mean,as for one of the patients was massive cerebral infarction, the ICA occlusion;

Abbreviation: SD, standard deviation; TIA, transient ischemic attack; MI, myocardial infarction; AST,aspartate transaminase; ALT, alanine transaminase; LDL, low-density lipoprotein; HDL, high-density lipoprotein; ACE I, angiotensin-converting enzyme inhibitor; ARBs, angiotensin II receptor blockers; ΔT, time from symptom onset until hospital arrival; n/a, not available; ASPECT,Alberta Stroke Program Early CT Score, 8of patients were obseved by MRI, one of patients was observed by CT in hyperacute phase without significant damage.

Figure supplementary 1

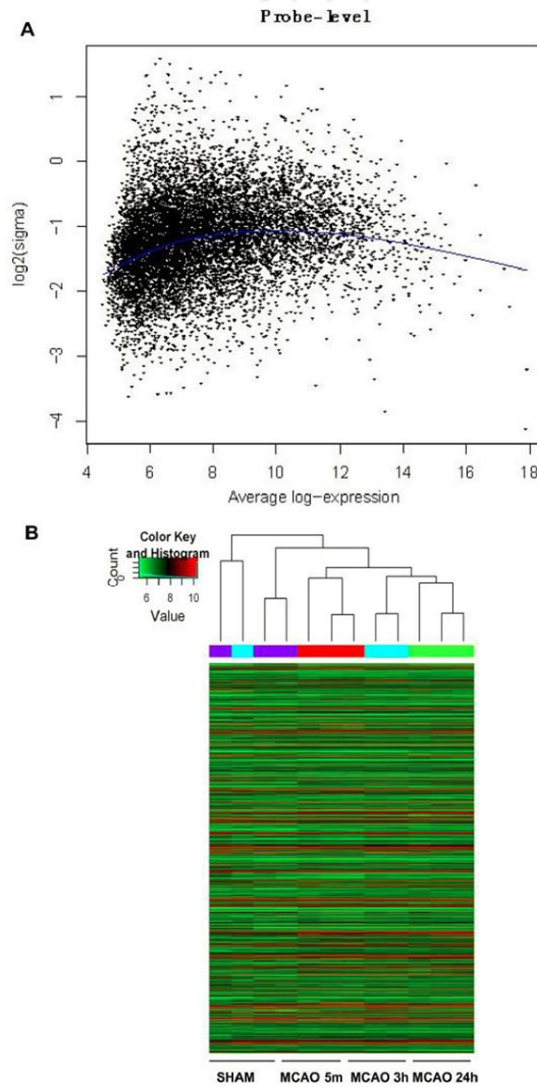

**Figure supplementary 1.** Quality control of the microarray probes and the heatmap of distinguishable circRNA expression profiling. A. Each dot represents a probe. Y-axis shows the log of variance of a probe intensity among replicates. X-axis shows the average log intensity of the probe's brightness (i.e. expression level). B. The result of hierarchical clustering shows distinguishable circRNA expression profiles among 12 samples of three biological replicates containing SHAM, MCAO 5min, MCAO 3h and MCAO 24h groups.

### 3 Supplementary Figures and Tables

**Supplementary Table S1. List of primers used for qPCR.**

---

**Supplementary Table S2. List of top 10 up- and down-regulated differentially expressed circRNAs in the three time points.**

---

**Supplementary Table S3. List of significantly differentially expressed circRNAs.**

---

**Supplementary Table S4. Parenral gene enrichment pathway analysis by GeneCoDIS3.**

**Supplementary Table S5. miRNA binding sites of the significantly differentially expressed circRNAs.**

467a-132p,mmu-miR-467a-133p,mmu-miR-467a-134p,mmu-miR-467a-135p,mmu-miR-467a-136p,mmu-miR-467a-137p,mmu-miR-467a-138p,mmu-miR-467a-139p,mmu-miR-467a-140p,mmu-miR-467a-141p,mmu-miR-467a-142p,mmu-miR-467a-143p,mmu-miR-467a-144p,mmu-miR-467a-145p,mmu-miR-467a-146p,mmu-miR-467a-147p,mmu-miR-467a-148p,mmu-miR-467a-149p,mmu-miR-467a-149p

---

**Supplementary Table S6. Gene Ontology analysis of the predicted circRNA-miRNA target genes.**

---

**Supplementary Table S7. KEGG pathway analysis of circRNAs in different time points of MCAO**

**Supplementary Table S8. Baseline characteristics of stroke patients and control subjects.**

---

\* s.e.m >Mean,as for one of the patients was massive cerebral infarction, the ICA occlusion;

Abbreviation: SD, standard deviation; TIA, transient ischemic attack; MI, myocardial infarction; AST, aspartate transaminase; ALT, alanine transaminase; LDL, low-density lipoprotein; HDL, high-density lipoprotein; ACE I, angiotensin-converting enzyme inhibitor; ARBs, angiotensin II receptor blockers; ΔT, time from symptom onset until hospital arrival; n/a, not available; ASPECT, Alberta Stroke Program Early CT Score, 8 of patients were observed by MRI, one of patients was observed by CT in hyperacute phase without significant damage.

Supplementary Table S9. Ct values of RT-qPCR reactions

**Supplementary Table S10. Predicted target genes of miR-1962 by TargetScan**

How the deposited data were processed for this re-analysis (not part of the article)

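Whole-blood RNA of male Balb/c mice was measured on 12 one-colour arrays (Arraystar Mouse circRNA Array v2, Agilent 8 x 15K format), 3 biological replicates in each of 4 groups: sham and MCAO for 5 min, 3 h and 24 h. The group of each array was taken from its sample label. The labels and the paper give different ages for the mice, and neither age entered a test. No value of a human sample, of RT-qPCR, of brain tissue or of a miRNA was analysed here.

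For each array the authors deposited the feature extraction output of the scanner, whose values are intensities of single spots on a linear scale: raw pixel medians of spot and local background, and a processed signal that the Agilent software had corrected for background. The authors also deposited one series-wide table of log2 values, which they had quantile normalized between the 12 arrays; the values themselves show that no background was subtracted, and not every spot has a value in it. The raw medians were the starting point here. The raw pixel mean that had been chosen before the data were examined is not among the columns, and the pixel median was used in its place. The slide of each array was read from the header of its file.

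Spot medians were corrected with the local background median by normexp (offset 0), quantile normalized over all spots and brought to log2 with limma 3.58.1 in R 4.3.3. Control spots took part in the normalization and were then left out. Spots marked as outliers by the scanner software were set to missing. Of 15712 spots and 14390 different probes, 14236 are circRNA probes, 77 negative control spots, 459 positive control spots, 140 circRNA control spots, 150 spots each of a pair of further kinds and 500 spots of 50 probes printed 10 times each. A circRNA probe was tested if its normalized intensity was at least 1.1 times the 95th percentile of the negative controls on all 12 arrays.

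Each MCAO group was compared with sham in one limma model of the 4 groups, with a mean-variance trend in the empirical Bayes step, moderated two-sided tests and Benjamini-Hochberg adjustment within each time point. Calls were made at an adjusted p of at most 0.05, alone and with an absolute log2 fold change of at least 2. The paper states its fold-change threshold as 2 on the log scale in the methods and as 2-fold elsewhere, and both were computed. Its counts of 128, 198 and 789 go with 2 log2 units, since the settings that give Table S3 gave them at that threshold. A named circRNA is said to lose its call when its adjusted p rises above 0.05, whatever the size of its change. An SE is limma's moderated standard error, an SD is that of the 3 arrays of a group, and the residual degrees of freedom are 8. The signal of a circRNA was taken as measured on an array when the scanner software called it well above background. Spot-to-spot precision within an array was read from probes printed several times. The MCAO groups were compared with each other in the same model. The whole procedure was tested on simulated data: of 200 probes changed by 2 log2 units, 171, 170 and 165 were recovered at the 3 time points, with 10, 12 and 6 false calls, and no call was made in data without change.

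The array files hold probe numbers and no names or places. Each of the 903 circRNAs in Table S3 was matched to the one probe with the same mean and log2 fold change (within 5e-04, the largest difference being 0.000499 and the next nearest probe at least 0.008 away), under the settings that give that table. Equality of a named log2 fold change with the table is thus a condition of the naming and no separate evidence. Types and mm10 coordinates come from that table. Gene symbols were taken from the GRCm38 annotation at each place. Of the 903 places, 760 lie inside the gene the table names, by symbol or synonym, 16 overlap it in part and 28 lie in no gene. For 99 the symbol was not found at the place, and another gene of the annotation that contains the place was named instead. Named circRNAs follow a rule: every circRNA that the paper names in its text, Figure 3 and the supplementary figures; at each time point and direction the 2 called probes with the largest change whose 3 arrays lie beyond all sham arrays; and the called circRNAs of parental genes that Table S4 lists for the first-named pathway of each time point. ASCRP4002975, the unnamed probe called at all 3 time points, falls outside this rule and was singled out after its values were seen. Pathway membership comes from Table S4, and enrichment was not recomputed. Some circRNAs that fall under the naming rule are not reported here.

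The following alternatives were set before the data were examined, as were the groups, the model, the thresholds and the naming rule: no background subtraction, normexp with offset 50, cyclic loess, the processed signal divided by its 75th percentile, the deposited log2 table, 3 other probe filters, a fit of only the 2 groups compared, empirical Bayes without trend or with robust fitting, array weights (limma, with statmod 1.5.0), adjustment over the 3 comparisons together, slide as a fixed term or a random block, a replicate block, a threshold of 1 log2 unit, near-identical junctions (within 10 bp) counted once, another clustering distance, and leaving out each array. Other splits of the 6 arrays of a comparison into 3 and 3, simulated unchanged groups against the shared sham arrays (100 draws) and 10000 permutations of gene labels served as further tests. Settings that give the counts of Table S3 and of the paper's text were searched for after those counts were known.

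Clustering used Euclidean distances and complete linkage. Fisher's exact test compared types by direction, adjusted by Benjamini-Hochberg over the 3 time points.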

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

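The recomputation of the counts below under other settings and with arrays left out was chosen only after the results were seen; the tests of regrouping and of slide were set earlier.

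The change from sham differed between time points when the difference itself was tested in limma (Benjamini-Hochberg adjusted p of at most 0.05 over 10678 circRNA probes). Between 24 h and 5 min 3211 probes differed, between 24 h and 3 h 497, and between 3 h and 5 min 222. The paper compares each time point with sham only.

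For 3 h against 5 min, a difference between the slides is a candidate explanation, since replicate 3 of 3 h lay on the second slide. It cannot be the whole of it, because 133 of the 222 probes were still called with slide as a fixed term; for the rest slide stays open. The count was 4 without replicate 3 of 5 min and 711 without replicate 1 of 24 h, so it rests on single arrays. In a separate limma fit of only these 6 arrays the real groups gave 50 calls, and of the 10 splits into 3 and 3 only the real one gave as many (1 of 10); with 10 splits chance cannot be excluded. A biological difference between 5 min and 3 h of MCAO remains a hypothesis for the 133.

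For 24 h against 5 min, 158 of the 3211 probes were still called with slide as a fixed term. All 24-h arrays lay on the second slide and all 5-min arrays on the first, so for the rest a slide difference and an effect of time cannot be told apart; the model with slide has only the 3-h arrays to estimate the slide from. The count was 1874 without replicate 3 of 5 min and 3535 without replicate 3 of 3 h. In a separate limma fit of only these 6 arrays the real groups gave 2362 calls, and only the real split gave as many (1 of 10), which cannot exclude chance.

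For 24 h against 3 h, 0 of the 497 probes were called with slide as a fixed term (limma; 1355 probes had an unadjusted p under 0.05, against 2261 without the slide term). In limma fits of only the 6 arrays of 3 h and 24 h, 0 probes were called (1796 at an unadjusted p under 0.05), and so in all 10 of 10 splits the count was as large as in the real one; that test is void and chance cannot be excluded. The count was 1 without replicate 1 of 3 h and 1081 without replicate 3 of 3 h, the array that shared the slide of the 24-h group. Slide, chance and an effect of time cannot be told apart for these probes.

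Opposite directions at 5 min and 24 h were found for 12 probes, all higher at 5 min and lower at 24 h, each with a difference between the time points that passed limma's test. Called at both times were 269 probes, and 257 of these moved the same way. The 5 with a name are mmu_circRNA_34829 (Edem2), mmu_circRNA_40842 (Adipor2), mmu_circRNA_35588 and mmu_circRNA_35589 (Gm20754) and mmu_circRNA_20066; they were singled out after their values were seen. With slide as a fixed term 0 of the 12 were called in opposite directions. The rise at 5 min kept its call for 11, while the fall at 24 h shrank from a median of -1.54 to -0.71 and kept its call for 0, 11 still being lower. On replicate 3 of 3 h these probes lay 0.65 below replicates 1 and 2 (median -0.65), so a difference between the slides may account for part of the fall at 24 h. The count was 0 without sham replicate 2 and 47 without replicate 1 of 24 h. A slide difference and an effect of 24 h of MCAO cannot be told apart here.

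The array also holds probes that carry no circRNA number and are printed 10 times each, and the paper does not mention them. Under the settings that give the paper's counts of 1051, 782 and 2721, 32, 44 and 112 of the called spots were of these probes. At 24 h 15 of the 35 that passed the filter were called (limma, Benjamini-Hochberg adjusted p of at most 0.05), 14 higher and 1 lower, or 42.9% against 31.9% of the circRNA probes. Their median log2 fold change was 0.43. At 5 min 2 were called and at 3 h 4. The higher calls outnumbered the lower ones under every scaling tried. With slide as a fixed term 7 of the 15 were still called, all higher, and a slide difference stays open for the other 8. That term rests on replicate 3 of 3 h alone, so slide is not excluded for the 7 either. Leaving out single arrays gave 12 (without sham replicate 2) to 15. In a limma fit of only the 6 arrays of sham and 24 h, 14 were called; only the real split gave as many (1 of 10), and chance cannot be excluded. What these probes measure is not given in the files, and no biological explanation was tested.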

How the results depend on the processing

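The fits of the first slide alone, the settings that give Table S3, and all recomputed overlaps, correlations, differences between time points, opposite changes, counts of the probes printed 10 times and most clustering forms were chosen only after the results were seen. The causes of the changes below were not tested unless a cause is given.

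With all 12 arrays, 562, 453 and 3398 circRNA probes were called at the 3 time points by adjusted p (limma, Benjamini-Hochberg), and 126, 196 and 815 with 2 log2 units added. In separate limma fits of only the 6 arrays of each comparison, the real groups gave 746, 484 and 2779 calls, and 116, 190 and 791 with 2 log2 units. For each of these 6 counts only the real split of the 6 arrays into 3 and 3 gave as many (1 of 10 splits), and 10 splits cannot exclude chance. Counts stayed within 1.5 times of these without background subtraction, except 519 at 24 h with 2 log2 units; with offset 50, except 79 at 5 min and 502 at 24 h with 2 log2 units; with the 75th percentile, except 951 and 196 at 5 min; and with cyclic loess, except 873 at 5 min. They stayed within 1.5 times with the deposited log2 values, with the 3 other filters, in fits of only the 2 groups compared, and without trend or with robust fitting. At 1 log2 unit the counts were 537, 444 and 2869 by construction of the lower threshold, and with near-identical junctions counted once they were 121, 196 and 805.

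Array weights gave 8667, 6226 and 7753 calls, and 261 at 5 min with 2 log2 units. The weights ran from 0.0916 (24 h, replicate 1) to 21.4 (sham, replicate 2), so these fits rest on few arrays. Adjustment over the 3 comparisons together gave 1022 at 5 min and 745 at 3 h, since the many small p values at 24 h then lower the adjusted p of the others. Slide as a fixed term gave 764 at 24 h and as a random block 1996; the correlation within slides was 0.18. The first slide alone gave 2036 at 5 min and 951 at 3 h. The settings that give Table S3, with adjustment over the 3 comparisons together, gave 1051 at 5 min and 782 at 3 h.

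The replicate block gave 596, 471 and 3457 calls, and 144, 206 and 817 with 2 log2 units. Deviations of arrays with the same number correlated between -0.52 and 0.46 over all pairs of groups. Between sham and 24 h all 3 correlations were positive (0.12 to 0.46), between the other groups they were not all above 0.1, and neither the labels nor the paper name anything the numbers share, so the numbers were not taken to pair the samples across the experiment. With the block 1 named call was lost (mmu_circRNA_43955 of Ets1 at 5 min, limma, Benjamini-Hochberg adjusted p = 0.0533), and no count moved by more than 1.5 times.

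Leaving out each array gave 1 to 1419 calls at 5 min, 99 to 741 at 3 h and 2170 to 3753 at 24 h, and with 2 log2 units 1 to 301, 78 to 266 and 718 to 1017. The lowest values at 5 min came without sham replicate 2 and without replicate 3 of 5 min. Fewer arrays do not explain this range, since other arrays raised the counts when left out.

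The overlap of all 3 time points (4 probes at 2 log2 units) was 1 with offset 50, with the filters of at least 3 or 4 arrays, without a filter and in fits of only the 2 groups compared; 2 without background subtraction and with slide as a random block; 7 with the 75th percentile and with joint adjustment; 0 with slide as a fixed term; and 0 to 15 with arrays left out. The overlap of 3 h and 24 h (175) stayed between 126 and 238 with all arrays and was 77 (without replicate 2 of 3 h) to 193 without single arrays. Correlations between time points kept their sign and stayed below the 95th percentile of simulated unchanged groups throughout. They were 0.52 to 0.60 (5 min and 3 h), 0.38 to 0.50 (5 min and 24 h) and 0.72 to 0.85 (3 h and 24 h) over the alternatives with all arrays, and 0.41 to 0.66, 0.28 to 0.49 and 0.71 to 0.85 without single arrays. Of the 12 arrays 10 to 12 lay nearest to their own group under other values, filters or distances (11 with 1 minus Pearson correlation), and 8 to 11 when an array was left out. The last join of the tree followed the slides with other values or another distance, but not with the filters of at least 3 or 4 arrays, without a filter, or without replicate 2 of 24 h.

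Between 24 h and 3 h (497 probes) the count was 0 with slide as a fixed term (limma; 1355 at an unadjusted p under 0.05), 0 in fits of only the 2 groups compared (1796), 151 with slide as a random block, 863 with joint adjustment, 872 with the Table S3 settings and joint adjustment, 5847 with array weights, and 1 to 1081 without single arrays. Between 24 h and 5 min (3211) it was 191 and 1628 with slide as a fixed term and as a random block, 7664 with array weights, and 1874 to 3535 without single arrays. Between 3 h and 5 min (222) it was 143 and 145 with the filters of at least 3 and 4 arrays, 142 without a filter, 50 in fits of only the 2 groups compared, 721 with joint adjustment, 732 with the Table S3 settings and joint adjustment, 603 on the first slide, 6490 with array weights, and 4 to 711 without single arrays. Opposite changes (12) numbered 19 without background subtraction and without trend, 22 with joint adjustment (both probe sets), 6 and 0 with slide as a random block and as a fixed term, 1915 with array weights, and 0 to 47 without single arrays. The probes printed 10 times (15) numbered 26 with array weights and 7 with slide as a fixed term, and 12 to 15 without single arrays.

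Of 63 values of named circRNAs, the 1 that changed sign was mmu_circRNA_000233 of Grin2b at 24 h, at -0.48 with slide as a fixed term (limma, Benjamini-Hochberg adjusted p = 0.752; 1.08e-06 to 0.752 over its alternatives). That model lost 15 further calls, fits of only the 2 groups compared 10, and no other setting with all arrays more than 4. Leaving out sham replicate 2 lost 26 calls, replicate 3 of 5 min 19, sham replicate 3 13 and replicate 2 of 3 h 11.

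Signal over background limits the probe set. The fewest circRNA probes passed the limit on the arrays of 5 min (11842 to 12303 of 14236), and 75.01% of all circRNA probes were tested.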

Differences from the paper's values

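The settings that give Table S3 and the fit of the first slide alone were chosen only after the values were seen.

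At 5 min the paper reports 1051 differentially expressed probes, and 562 were found here. Of the alternatives set before the data were examined, the value lay within 1.5 times of the paper's with the 75th percentile (951), cyclic loess (873), fits of only the 2 groups compared (746), adjustment over the 3 comparisons together (1022), and without sham replicate 1 (1318) or replicate 1 of 24 h (1419). It did not with offset 50 (612), without background subtraction (631), with the deposited log2 values (649), the filter of at least 3 arrays (433) or 4 arrays (465), no filter (422), no trend (675), robust fitting (553), array weights (8667), the replicate block (596), slide as a fixed term (654) or a random block (692), or without any of the other 10 arrays (1 to 661). The paper's value itself, 1051, came out of settings chosen after seeing it: a limit of 1.1 times the log2 value of the 95th percentile of the negative controls on all 12 arrays, with the probes printed 10 times kept as single spots, and adjustment over the 3 comparisons together. The same spots with adjustment within each time point gave 596, of which 579 were circRNA probes, and the first slide alone gave 2036.

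At 3 h the paper reports 782 differentially expressed probes, and 453 were found here. Within 1.5 times of the paper's lay cyclic loess (593), adjustment over the 3 comparisons together (745), slide as a fixed term (598), and the fits without replicate 1 of 5 min (539), replicate 3 of 3 h (605), replicate 1 of 24 h (741) or replicate 3 of 24 h (530). Outside lay offset 50 (434), no background subtraction (441), the 75th percentile (515), the deposited log2 values (462), the filters of at least 3 (398) and 4 arrays (400), no filter (399), fits of only the 2 groups compared (484), no trend (497), robust fitting (455), array weights (6226), the replicate block (471), slide as a random block (488), and the fits without any of the other 8 arrays (99 to 505). The settings that gave 1051 at 5 min, chosen after seeing the paper's values, gave 782. With adjustment within each time point they gave 499, of which 464 were circRNA probes, and the first slide alone, also chosen after seeing the data, gave 951.

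The paper lists mmu_circRNA_26316 of Gm272 among the circRNAs altered at every time point. Here it was not called at 3 h (-2.10, limma, Benjamini-Hochberg adjusted p = 0.0503). ASCRP4002975, which the paper does not list, was called at all 3, at 3 h close to the threshold (limma, Benjamini-Hochberg adjusted p = 0.0483). Under the settings that give Table S3, ASCRP4002975 was not among the probes shared by all 3 time points. Gm272 was called at 3 h, with at least 2 log2 units, by adjustment over the 3 comparisons together (limma, Benjamini-Hochberg adjusted p = 0.0237) and with the deposited log2 values (0.0292). The same held for fits of only the 2 groups compared (limma, Benjamini-Hochberg adjusted p = 0.0327), robust fitting (0.0453) and no trend (0.0472). By adjusted p alone it was also called with offset 50 (limma, Benjamini-Hochberg, 0.032), no background subtraction (0.0358), cyclic loess (0.0451) and array weights (2.13e-05). The settings that give Table S3, chosen after seeing the values, called it as well (0.0454, or 0.0223 with adjustment over the 3 comparisons together), as did the fits without replicate 1 of 24 h (0.0446), replicate 1 of 5 min (0.0067) or replicate 2 of 5 min (0.0377). Over the alternatives with all arrays that were set before the data were examined, its adjusted p at 3 h ran from 2.13e-05 to 0.134 (limma, Benjamini-Hochberg).

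Table S3 lists mmu_circRNA_29302 at 5 min. It was not tested here, since it passed the limit on 11 of 12 arrays (3.44 against a limit of 4.06 log2 units on replicate 3 of 24 h). The stricter limit of the settings that give Table S3 was 4.32 on that array. Those settings therefore leave this circRNA out as well, and its listing stays unexplained.

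The paper describes the profiles of the groups in the clustering as distinguishable. Here sham replicate 1 joined arrays of 5 min, replicate 1 of 5 min joined arrays of 3 h, replicate 3 of 3 h joined replicate 1 of 24 h, and the last join followed the slides (height 173.8). With the filters of at least 3 or 4 arrays and without a filter the last join did not follow the slides but set replicate 1 of 24 h and replicate 3 of 3 h apart from the rest, and without replicate 2 of 24 h it set replicate 1 of 24 h apart.

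The Dido1 circRNA is mmu_circRNA_35065 in the supplementary lists, while its last digits are printed in another order in Figure 3.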

Other observations

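The tests of slide for the 24-h calls and of the negative controls, and both tests of an array between its fellow replicates, were chosen only after the results were seen.

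The 24-h group shared no slide with sham, and the slides differed. Negative control spots had a median of 83.5 on replicate 3 of 3 h, which lay on the second slide with the 24-h arrays (89 to 101), and of 27 on replicates 1 and 2 of 3 h. Their brightness thus followed the slide and not the duration of MCAO. On normalized values replicate 3 of 3 h lay a median of -0.16 from replicates 1 and 2 (5th to 95th percentile -1.34 to 1.29).

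Higher and lower probes at 24 h responded to slide in different ways. Of the 488 higher probes (at least 2 log2 units), 342 were still called higher with slide as a fixed term, and their median change went from 2.82 to 3.14 while the median SE rose from 0.42 to 0.73. The slide term rests only on replicate 3 of 3 h against replicates 1 and 2. It cannot be told from that array's own deviation. On that estimate slide alone does not account for those 342, and for the rest it stays open. Of the 327 lower probes 36 were still called; 99.1% kept their sign, but the median went from -2.35 to -1.70 and the SE from 0.44 to 0.70. The lower probes were also lower on replicate 3 of 3 h than on replicates 1 and 2 (median -0.79; the higher probes -0.22). For those 36 a change remained on the same estimate of slide, with the same limit. For the rest of the lower probes a slide difference and an effect of 24 h of MCAO cannot be told apart. A candidate explanation is that part of the decreases at 24 h came with the slide, whereas most of the large increases did not.

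Shared sham arrays may account for the correlation of changes between time points. In 100 simulated sets of unchanged groups compared with the same sham arrays, 41 gave a correlation as high as that of 5 min and 3 h (0.55), 61 as high as that of 5 min and 24 h (0.42) and 9 as high as that of 3 h and 24 h (0.83). Changes had the same sign for 69.6%, 64.2% and 82.2% of the probes, and simulated ones for 67.1%, 69.3% and 66.5%. The stand-in for sham came from arrays of all groups, and replicates differed more at 24 h (median SD 0.46) than in sham (0.28). The draws therefore do not show how much the sham arrays themselves contribute. A shared response to MCAO was not separated from chance differences of the sham arrays.

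circRNAs of one parental gene were compared at 24 h, on the hypothesis that host transcription or the makeup of blood cells moves them together. Among 35 pairs from 30 genes without a common junction end, 22 (62.86%) changed in the same direction, against a median of 51.4% and a 95th percentile of 65.7% in 10000 permutations of gene labels (one-sided permutation p = 0.12). With slide as a fixed term the share was 60%. Pairs with a common junction end changed in the same direction in 35 of 38 cases (92.1%, one-sided permutation p = 1e-04, the smallest that 10000 permutations can give). A shared probe sequence at the common end may therefore underlie most of the likeness, while a common influence of the parental gene was neither shown nor excluded by 35 pairs. Circular RNAs that share an end are best not counted as separate evidence for a gene or pathway.

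In each group 1 array lay between its fellow replicates at over 50% of the probes. Sham replicate 2 did so at 82.68% of 10667 probes, replicate 3 of 5 min at 76.2%, replicate 2 of 24 h at 64.5% and, less so, replicate 1 of 3 h at 54.7%. Where the outer arrays were more than 1 log2 unit apart, sham replicate 2 lay between them at 99.75% of 2359 probes and replicate 3 of 5 min at 99.39% of 2148. Choosing such probes raises the share by itself, and it was 78.6% for replicate 1 of 3 h and 87.3% for replicate 2 of 24 h. If the 3 mice varied independently at each circRNA, no array would be in the middle at more than 50% of all probes. By the shares over all probes, variation specific to each circRNA is thus not the explanation. For sham replicate 2, a sum of the linear intensities of the outer arrays had factors of 0.44 and 0.54. It left a residual SD of 0.1271 log2 units, against a spot-to-spot SD of 0.083. A regression on the log2 values of the outer arrays, with an intercept and 2 free slopes, left 0.146. For replicate 3 of 5 min, factors of 0.43 and 0.58 left 0.168 against 0.174. At 3 h and 24 h the regression on log2 values left the smaller residual (0.32 against 0.35 and 0.36 against 0.43). For sham and 5 min a candidate explanation is that the 3 arrays hold 2 RNA profiles in different shares. This form arises if blood cell types differ in share between mice and also if samples share RNA. The data do not separate these, and technical origins were not tested. In both groups the middle array was also the one of middle raw intensity (103 in sham, 62 at 5 min). Leaving out either of these 2 middle arrays left 1 call at 5 min. By construction the group then holds only its most distant pair. If samples share RNA, the arrays of sham and of 5 min are fewer than 3 independent replicates each. In that case the limma p values against sham, which count 3 arrays per group, would be too small.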
